# The E3 ubiquitin ligase HectD3 attenuates cardiac hypertrophy and inflammation in mice

**DOI:** 10.1038/s42003-020-01289-2

**Published:** 2020-10-09

**Authors:** Ashraf Yusuf Rangrez, Ankush Borlepawar, Nesrin Schmiedel, Anushka Deshpande, Anca Remes, Manju Kumari, Alexander Bernt, Lynn Christen, Andreas Helbig, Andreas Jungmann, Samuel Sossalla, Andreas Tholey, Oliver J. Müller, Derk Frank, Norbert Frey

**Keywords:** Cardiovascular diseases, Mechanisms of disease, Ubiquitylation

## Abstract

Myocardial inflammation has recently been recognized as a distinct feature of cardiac hypertrophy and heart failure. HectD3, a HECT domain containing E3 ubiquitin ligase has previously been investigated in the host defense against infections as well as neuroinflammation; its cardiac function however is still unknown. Here we show that HectD3 simultaneously attenuates Calcineurin-NFAT driven cardiomyocyte hypertrophy and the pro-inflammatory actions of LPS/interferon-γ via its cardiac substrates SUMO2 and Stat1, respectively. AAV9-mediated overexpression of HectD3 in mice in vivo not only reduced cardiac SUMO2/Stat1 levels and pathological hypertrophy but also largely abolished macrophage infiltration and fibrosis induced by pressure overload. Taken together, we describe a novel cardioprotective mechanism involving the ubiquitin ligase HectD3, which links anti-hypertrophic and anti-inflammatory effects via dual regulation of SUMO2 and Stat1. In a broader perspective, these findings support the notion that cardiomyocyte growth and inflammation are more intertwined than previously anticipated.

## Abstract (web summary)

Rangrez et al. show that overexpression of the HECT domain E3 ubiquitin protein ligase 3 (HectD3) reduces cardiac hypertrophy while reducing macrophage infiltration in mice. This study provides a cardioprotective mechanism, where HectD3 targets SUMO2 and Stat1 to exert its anti-hypertrophic and anti-inflammatory effects.

## Introduction

Myocardial hypertrophy is considered to be an adaptive response to hemodynamic stress which can be reversible and compensatory e.g. in case of physiological stimuli such as pregnancy or physical activity^1,2^. Chronic biomechanical stress however can lead to pathological or maladaptive hypertrophy characterized by cardiac remodeling, myocardial dysfunction, and fibrosis, which may progress to end-stage heart failure^3,4^. A calcineurin-dependent transcriptional pathway is one of the key signaling pathways associated with cardiac hypertrophy^5^. We recently identified small ubiquitin-like modifier 2 (SUMO2) as a potent inducer of calcineurin-NFAT signaling through an unbiased screen^6^. SUMO2 is one of the members of a small family of proteins that mediate a post-translational modification (PTM) called sumoylation, where the diglycine motif of SUMO proteins is covalently attached to its target protein via a lysine residue^7,8^. Recent advancements in the field of proteomics helped to identify novel SUMO targets, such as SERCA2A, ERK5, SIRT1, PPARα PPARγ, etc. (reviewed in ref. ^9^). Subsequent analyses demonstrated that sumoylation is a dynamic process essential for the regulation of diverse cellular functions including enzymatic activity, stability, localization or degradation, protein–protein interactions, transcription, cell division, chromatin modification, etc. It is thus not surprising that alterations in sumoylation of specific protein targets have been linked to human diseases including cardiomyopathy, cardiac hypertrophy, and heart failure^7,10–13^.

Inflammation including activation of proinflammatory signaling pathways, increased secretion of cytokines and chemokines, interstitial fibrosis and infiltration of inflammatory cells, e.g. macrophages, is an only recently recognized distinct hallmark of cardiac hypertrophy^14–17^. While it is still unclear whether myocardial inflammation is a cause or a consequence of cardiac hypertrophy, and the exact role inflammation plays in hypertrophy is elusive, it is largely believed that inflammation exacerbates the disease condition. Recently, SUMO2/3 have been implicated in inflammatory pathways as they negatively regulate the interferon response via sumoylation of key signaling biomolecules such as Stat1^18,19^. Stat1, the founding member of the STAT protein family, is essential for target gene activation in response to interferon stimulation^20^. Specifically, phosphorylation of Stat1 at Tyr-701 is required for its activation and nuclear translocation, dimerization, DNA binding, and specific target gene activation^21,22^. Conversely, sumoylation of Stat1 by SUMO2/3 has been shown to inhibit its phosphorylation thereby inhibiting interferon signaling^19^.

To the best of our knowledge, here we identified SUMO2 and signal transducer and activator of transcription-1 (Stat1) as novel cardiac substrates for HectD3. The aim of the present study was thus to decipher the potential cardioprotective role of HectD3 using in vitro and in vivo models of cardiac pathophysiology. Interestingly, HectD3 overexpression not only attenuated SUMO2–calcineurin–NFAT signaling driven cardiomyocyte hypertrophy but also abrogated the pro-inflammatory effects of lipopolysaccharide (LPS) or interferon-γ in cultured cardiomyocytes in vitro. Consistently, AAV9-mediated overexpression of HectD3 in mice reduced cardiac SUMO2/Stat1 levels thereby alleviating pathological hypertrophy and macrophage infiltration induced by pressure overload. The beneficial effects exerted by AAV-mediated overexpression of HectD3 reveal a translational perspective and support further exploration of its therapeutic potential in cardiac hypertrophy and inflammation.

## Results

### HectD3 directly interacts with SUMO2 and suppresses activation of calcineurin-signaling and cardiomyocyte hypertrophy

Through an unbiased NFAT-reporter-driven luciferase activity assay screen, we recently identified SUMO2 as a robust activator of calcineurin signaling^6^. We then performed a Yeast two-hybrid screen in the quest of identifying cardiac interactors of SUMO2, which identified HectD3 as a novel putative-binding partners of SUMO2 through binding of its APC10 domain (Fig. 1a). This interaction was further verified and its physiological significance was determined by performing native immunoprecipitation (IP) and co-immunostaining of HectD3 with SUMO2, using mouse heart protein lysate or neonatal rat ventricular cardiomyocytes (NRVCMs), respectively (Fig. 1b, c). Using quantitative real-time PCR, we found that HectD3 is expressed ubiquitously and at comparable levels in the heart, brain, kidney, and muscle (Supplementary Fig. 1A) pointing towards broader cellular role for HectD3. Interestingly, HectD3 overexpression attenuated SUMO2-mediated or calcineurin A (CnA)-mediated induction of NFAT-response-element-driven firefly luciferase activity (Fig. 1d). In contrast, HectD3 knockdown led to significantly higher induction of luciferase activity compared to the respective controls (Supplementary Fig. 1B). The inhibitory effects of HectD3 overexpression on SUMO2-mediated or CnA-mediated calcineurin signaling were also reflected on cardiomyocyte hypertrophy as evidenced by a reduced cell surface area and significant downregulation of natriuretic peptides A and B (*nppa*, *nppb*, respectively) (Fig. 1e, f and Supplementary Fig. 1C, D), while knockdown of HectD3 exhibited neutral effects on cardiomyocyte hypertrophy (Supplementary Fig. 1E, F).

**Fig. 1:**
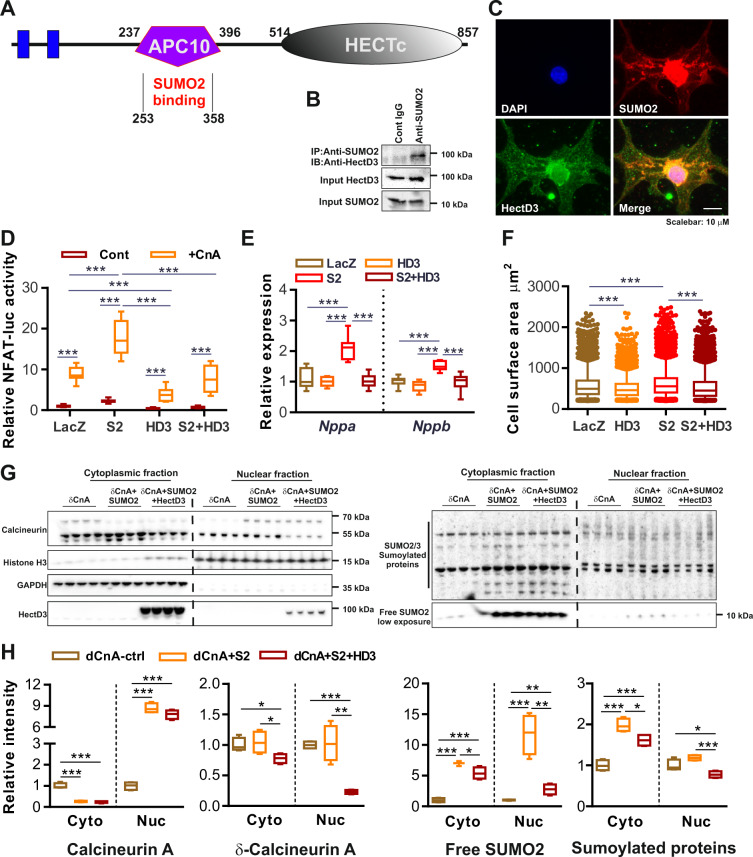
HectD3 interacts with and suppresses SUMO2-dependent activation of calcineurin-signaling and cardiomyocyte hypertrophy. **a** Pictorial representation of functional domains of HectD3 and its interaction region with SUMO2. The SUMO2-binding region from Yeast-two hybrid assay was located in the APC10 domain of HectD3 which is also involved in the E3 ubiquitin ligation of its target proteins. **b** The SUMO2–HectD3 interaction was further confirmed by immunoprecipitation of the endogenous proteins using mouse heart lysate. SUMO2-interacting proteins were pulled-down using anti-SUMO2/3 antibody and were evaluated by immunoblotting using anti-HectD3 antibody. **c** Immunofluorescence microscopy suggests scattered localization of HectD3 in cytoplasm and perinuclear region where it co-localizes with SUMO2. **d** NFAT response element-driven Firefly luciferase reporter assay was performed in NRVCMs to study the effect of overexpression of HectD3 (HD3) in and/or SUMO2 (S2), with or without constitutively active calcineurin A (CnA). Box plot indicates the inhibitory effects of HectD3 on SUMO2-mediated or CnA-mediated activation of luciferase activity (*n* = 12 each). **e** Expression of fetal genes *nppa* and *nppb* determined by quantitative real-time PCR indicates downregulation of both the genes when HectD3 is overexpressed (*n* = 9 each). **f** Cell surface area measurement of NRVCM overexpressing SUMO2, HectD3, or both, indicates SUMO2 increases cellular hypertrophy, whereas, the presence of HectD3 attenuated this activation (*n* > 1500 each). **g** Immunoblots showing the expression of Calcineurin A (CnA), SUMO2/3, and HectD3 of cytosolic or nuclear protein extracted from neonatal rat cardiomyocytes expressing delta calcineurin A (δCnA) alone, with SUMO2, or with SUMO2 and HectD3. Histone H3 and GAPDH were used as markers for nuclear or cytoplasmic proteins, respectively. **h** Densitometry analysis of CnA indicates its reduced or increased expression in cytosol or nucleus, respectively, upon SUMO2 overexpression; the presence of HectD3 displayed no effect (*n* = 4 each). Densitometry analysis of δCnA however indicates its significantly reduced expression in both cytosol and nucleus in cardiomyocytes, where HectD3 was overexpressed together with SUMO2 and δCnA. Densitometry analysis of free SUMO2/3 indicates its significantly reduced expression in both cytosol and nucleus of cardiomyocytes where HectD3 was overexpressed together with SUMO2 and δCnA (*n* = 4 each). Statistical calculations were carried out by one-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001.

Our previous findings suggested a novel, sumoylation-independent mechanism of SUMO2-dependent induction of calcineurin/NFAT signaling by targeting calcineurin to the nucleus^6^. Thus, we next asked whether and how the effects of HectD3 on SUMO2 are translated downstream to calcineurin/NFAT. To answer this, we performed subcellular fractionation of NRVCM cell lysates overexpressing different combinations of constitutively active CnA (δCnA), SUMO2, and HectD3 (Fig. 1g). HectD3 overexpression led to reduced nuclear localization of both CnA and δCnA (Fig. 1g (left panel), 1h). We also found a moderate nuclear localization of HectD3 (Fig. 1g (left panel)). Strikingly, SUMO2 and its sumoylated substrate protein levels were significantly reduced in the cytosol as well as in the nucleus of cardiomyocytes where HectD3 was overexpressed (Fig. 1g (right panel), 1h).

### HectD3 regulates SUMO2-mediated protein sumoylation

Due to the fact that HectD3 is an E3 ubiquitin ligase, and based on our observation that HectD3 overexpression led to reduced levels of both cytosolic and nuclear levels of SUMO2, we hypothesized that HectD3 affects SUMO2-mediated sumoylation in NRVCMs. Overexpression of HectD3 indeed significantly reduced endogenous as well as overexpressed protein levels of SUMO2 and SUMO2-mediated sumoylation (Fig. 2a–c). Similar results were obtained in HEK293A cells when HectD3 was overexpressed in the absence or in the presence of SUMO2 (Supplementary Fig. 2A–C). We also determined if HectD3 affects SUMO1, which however was unaltered by the overexpression of HectD3 in NRVCMs (Supplementary Fig. 2D–G). Interestingly, an inverse correlation of expression levels of SUMO2 and HectD3 was observed in human heart samples from hypertrophic cardiomyopathy patients (Fig. 2d, f). In congruence with these results, HectD3 was found to be significantly downregulated at transcript level in mouse heart after pressure overload; at protein level however, though we observed a trend of downregulation, no significance was attained (Supplementary Fig. 2H–J). Furthermore, to determine if the observed effects of HectD3 on SUMO2 are UPS dependent, we treated NRVCMs with MG132, a potent, reversible, and cell-permeable proteasome inhibitor that results in the accumulation of ubiquitin-conjugated substrate proteins. MG132 treatment attenuated SUMO2 degradation even when HectD3 was overexpressed, supporting the functional importance of this interaction (Fig. 2e, g). Consistently, immunoprecipitation assays indicated accelerated ubiquitination of SUMO2 proteins in the presence of HectD3 (Supplementary Fig. 2K, L). In contrast, knockdown of HectD3 in NRVCMs resulted in accumulation of SUMO2-sumoylated proteins (Supplementary Fig. 2M–O). Taken together, these results indicate that HectD3 regulates SUMO2 and its substrate proteins via the ubiquitin-proteasome system.

**Fig. 2:**
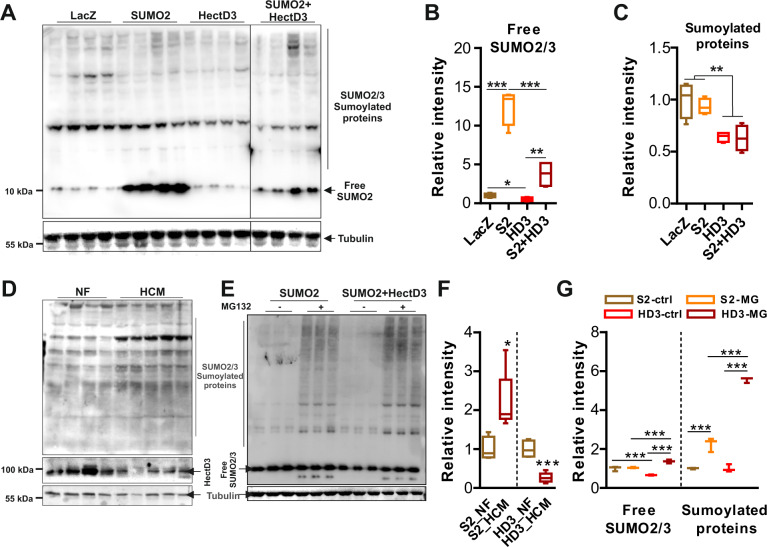
HectD3 regulates SUMO2-mediated sumoylation. **a** Immunoblot indicating the expression of SUMO2/3 and sumoylated proteins in neonatal rat cardiomyocytes (NRVCMs) overexpressing SUMO2, HectD3, both, or LacZ. **b** and **c** represents densitometry analysis of immunoblot **a** for free SUMO2/3 or sumoylated proteins, respectively (*n* = 4 each). Adenovirus-mediated expression of HectD3 in NRVCMs is found to downregulate SUMO2/3 and sumoylated proteins, both endogenous as well as overexpressed. NRVCMs expressing LacZ were used as a control condition. **d** Immunoblot indicating the expression of HectD3 and SUMO2/3-sumoylated proteins in cardiac protein lysates obtained from human patients suffering from hypertrophic cardiomyopathy (HCM). Non-failing (NF) heart samples were used as controls. **e** Immunoblot indicating the expression of SUMO2/3 and sumoylated proteins in neonatal rat cardiomyocytes (NRVCMs) overexpressing SUMO2 or both, HectD3 and SUMO2, in the absence or the presence of MG132, a proteasome inhibitor. **f** Box plot representing densitometry analysis of SUMO2/3-sumoylated proteins and HectD3 shown in image **d** (*n* = 4 (control), 5 (HCM)). HectD3 is found to be significantly downregulated, whereas, SUMO2/3-mediated protein sumoylation is significantly increased in HCM patient hearts. **g** Box plot representing densitometry analysis of free SUMO2/3 or sumoylated proteins shown in image **e** clearly shows that MG132 attenuates degradation of SUMO2/3 or sumoylated proteins by HectD3 (*n* = 3). Statistical calculations were carried out by one-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001.

### HectD3 targets interferon response proteins and Stat1 signaling in NRVCMs

Since no cardiac targets of HectD3 are known yet, we employed an untargeted TMT labeling proteomics approach using liquid chromatography tandem–mass spectrometry (LC–MS/MS) to identify putative HectD3 substrates in NRVCMs. In total, we identified 5001 proteins that displayed quantifiable TMT-reporter ion signals, of which, 4013 proteins were detected and quantified in both control (LacZ overexpressing) and HectD3-overexpressing conditions. Several of these proteins were found to be differentially regulated in NRVCMs upon HectD3 overexpression (Fig. 3a). Remarkably, many proteins from the interferon response signaling pathway, including Stat1 (signal transducer and activator of transcription 1), displayed reduced levels upon HectD3 overexpression (Fig. 3b). 

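NRVCMs, the contractile muscle cells of newborn rat ventricles kept in primary culture, were transduced with an adenovirus that carries HectD3 or LacZ, a bacterial enzyme that serves as the control. RNA-seq libraries were made from polyadenylated RNA with a strand-specific kit, 4 for each virus. The cells had been in culture for 24 h before transduction, and the virus acted for 72 h. The methods name Wistar rats as the source of the cells and the reporting summary names Sprague Dawley rats. Hectd3, the overexpressed gene, was at 553 ± 309 FPKM (SD, n = 4) with the HectD3 virus and at 7.10 ± 0.896 FPKM (SD, n = 4) with the LacZ virus. Its log2 fold change was 5.86 (standard error 0.44, adjusted p = 0.00292 from limma). The 4 HectD3 libraries held 547, 915, 590 and 161 FPKM, and the highest LacZ library held 7.89 FPKM (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). In the deposited table Hectd3 has 1 transcript, on chromosome 5 from 135860675 to 135868495, and RNA from the virus and from the cells' own gene is not told apart. The genome build behind these coordinates is not given in the sources used here.

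The libraries differed in more than the virus. The first principal component, with 58.4% of the variance, was -40.8 in LacZ 1, -27.1 in LacZ 2 and -13.4 in HectD3 4, and lay between 9.01 and 18.8 in the other 5 libraries. Nppb, which encodes B-type natriuretic peptide, was at 73.9 and 147 FPKM in LacZ 1 and LacZ 2 and at 1461 and 1375 FPKM in LacZ 3 and LacZ 4, and it was at 1163, 849, 1177 and 342 FPKM in HectD3 1 to 4. Acta1, the skeletal muscle actin of the fetal gene program, was at 113 and 69.2 FPKM in LacZ 1 and LacZ 2, at 727 and 685 FPKM in LacZ 3 and LacZ 4, and at 118 FPKM in HectD3 4. Hadh, an enzyme of mitochondrial fatty acid oxidation, ran the other way, at 117 and 106 FPKM in LacZ 1 and LacZ 2, at 25.6 and 31.2 FPKM in LacZ 3 and LacZ 4, and at 72.9 FPKM in HectD3 4. Acta1 and Hadh were chosen after their values were seen. The second component held 13.4% of the variance, with every LacZ library at 2.60 or above and every HectD3 library at -1.68 or below.

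**Figure D1:**
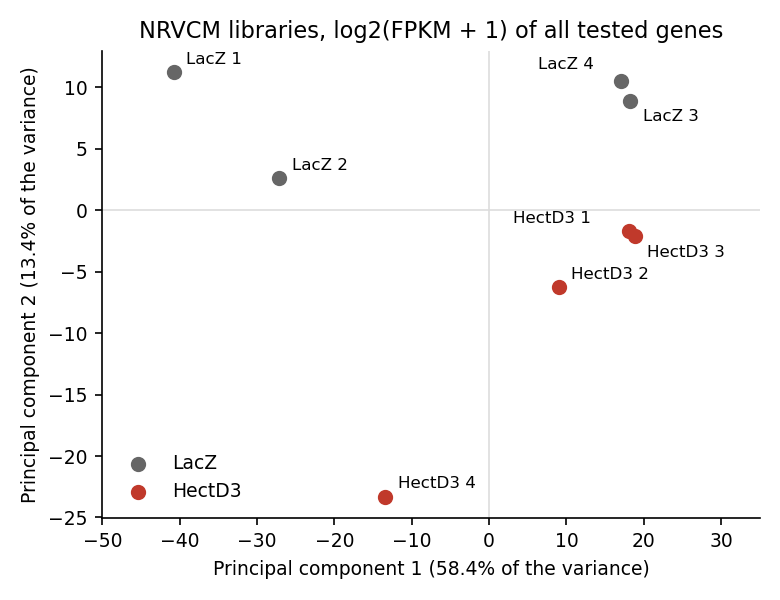
Principal components 1 (x axis) and 2 (y axis) of log2(FPKM + 1) over all tested genes, with 1 point for each library and the share of the variance on each axis. LacZ 1 at -40.8, LacZ 2 at -27.1 and HectD3 4 at -13.4 lie to the left of the other 5 libraries on component 1, and component 2 places the LacZ libraries above the HectD3 libraries.

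The authors trimmed the reads with cutadapt, aligned them with HISAT2, estimated transcripts with StringTie and took FPKM values from Ballgown. The deposited table holds FPKM for 15976 protein-coding transcripts, which sum to 546642 to 563051 in the LacZ libraries and to 554960 to 595172 in the HectD3 libraries. The read depth is unknown, because the low values share no common step. FPKM was summed over the transcripts of each of 12784 gene symbols, and the 12567 genes with a mean of at least 0.5 FPKM were tested as log2(FPKM + 1) with limma, a scale that understates the change of genes with low values. At an adjusted p under 0.05, Hectd3 was the 1 gene that was higher with HectD3, and 0 genes were lower; 538 genes were lower and 361 were higher at an unadjusted p under 0.05. The unadjusted split was 734 lower and 172 higher with the libraries rescaled to TPM. An ordinary linear model for each gene, built like the test of Ballgown, called 0 genes, with 518 lower at an unadjusted p under 0.05, 38.5% of those past it, and Hectd3 at an adjusted p of 0.218 (2.37e-06 to 0.218 over the alternatives). The groups did not overlap in 660 genes, 5.25% of those tested, where chance gives 2.86%; 353 of them were lower and 307 higher. At an unadjusted p of at most 0.05 and a 1.5-fold ratio of the means, 207 genes were lower and 43 higher, which became 278 and 28 with TPM and 138 and 78 with quantile normalization. These counts were 115 and 39 without LacZ 1, 454 and 70 without LacZ 3, and 385 and 86 without LacZ 4, and the unadjusted counts were 349 and 220 without LacZ 1, 329 and 254 without LacZ 2, and 865 and 442 without LacZ 3. Without HectD3 4, 3 genes were lower at an adjusted p under 0.05. Nothing in the labels or the paper says that the libraries came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.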

Since Stat1 is a known transcription factor that regulates expression of several downstream targets, we performed transcriptional profiling of NRVCMs overexpressing HectD3 in comparison with control cells (expressing LacZ). In congruence with the proteomics data, RNA-seq analyses revealed significant downregulation of several direct transcriptional targets of Stat1, including numerous inflammatory response markers (Supplementary Fig. 3A–C). 

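Of 63 measured type I interferon-stimulated genes, 59 had a lower level in NRVCMs overexpressing HectD3 than with LacZ, and the median log2 fold change of the list was -0.51 (quartiles -0.61 and -0.28). Uba7, the enzyme that activates Isg15 for conjugation to proteins, was at 6.64 ± 1.10 FPKM (SD, n = 4) with HectD3 and at 14.2 ± 3.68 FPKM (SD, n = 4) with LacZ. Herc6, a ligase that transfers Isg15, was at 6.71 ± 1.28 and 11.6 ± 0.831 FPKM, and Gbp2, an interferon-induced GTPase, at 25.1 ± 4.14 and 36.0 ± 2.14 FPKM. Ifitm1, which restricts the entry of viruses, ran the other way, at 73.3 ± 7.54 FPKM with HectD3 and 55.4 ± 15.9 FPKM with LacZ. With limma, 51 genes of the list were lower and Ifitm1 was higher at an unadjusted p under 0.05, and 49 were lower when adjusted over the list alone. Adjusted over all genes tested, 0 genes of the list passed, against 5 with library weights and 0 with an ordinary linear model. In 38 of the genes every HectD3 library lay below every LacZ library. Compared with all other genes by camera, the list was lower with an adjusted p of 1.26e-37 at a preset correlation of 0.01. With the estimated correlation, which was 0.32 for this list, the adjusted p was 0.125. At the preset, LacZ 1, LacZ 3, HectD3 2 and HectD3 4 against the rest also gave the list a camera p of 1.17e-05. That division has both viruses on each side, so the preset p can be small without a difference between the viruses. Without HectD3 4, 3 genes of the list passed over all genes tested.

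**Figure D2:**
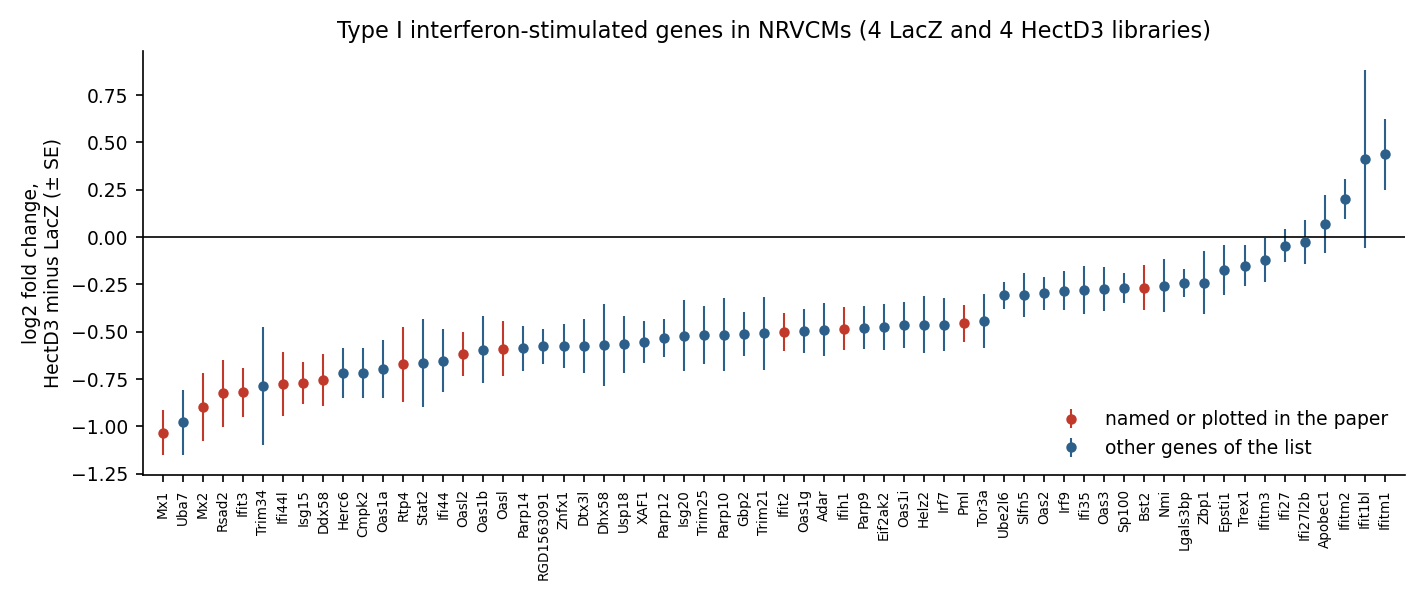
Log2 fold change of 62 type I interferon-stimulated genes, HectD3 minus LacZ on the log2(FPKM + 1) scale (y axis), with genes ordered by their value (x axis). Points are estimates from 4 LacZ and 4 HectD3 libraries and bars are standard errors. The color separates genes that the paper names or plots for RNA-seq of NRVCMs from the others. The fold change is below 0 in 58 of the 62 genes.

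Of 30 measured genes of the response to interferon gamma and of the immunity GTPases, 23 had a lower level with HectD3. 7 of them were lower when adjusted over the list alone, among them Gbp2 and the chemokine Cxcl10, and 0 when adjusted over all genes, with 9 lower and 0 higher at an unadjusted p under 0.05 in limma. Camera gave this list an adjusted p of 6.95e-04, adjusted p = 0.592 with an estimated correlation. Of 28 measured genes of antigen presentation by MHC class I, 21 had a lower level. RT1-S3, an MHC class I molecule, was at 118 ± 18.6 FPKM (SD, n = 4) with HectD3 and at 157 ± 6.65 FPKM (SD, n = 4) with LacZ, and it was 1 of the 2 genes that were lower when adjusted over the list alone. In limma 0 genes of this list passed over all genes, and 6 were lower and 0 higher at an unadjusted p under 0.05. The camera adjusted p was 0.00229, with adjusted p = 0.592 with an estimated correlation and 0.212 without LacZ 3 (9.90e-06 to 0.212 over the libraries left out).

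Cytokines, chemokines and genes of the NF-kB response did not move one way. Of 41 measured, 21 had a lower and 20 a higher level with HectD3, with a median log2 fold change of -0.01 that was 0.04 under quantile normalization. Csf1, a growth factor of macrophages, was at 26.2 ± 3.91 FPKM (SD, n = 4) with HectD3 and at 32.4 ± 2.58 FPKM (SD, n = 4) with LacZ. Tlr3, a receptor of double-stranded RNA, was at 3.32 ± 0.792 and 4.71 ± 0.605 FPKM. These genes and Il18, named after its value was seen, were the 3 that were lower at an unadjusted p under 0.05 in limma, 0 were higher, and 0 passed over the list alone. The camera adjusted p of this list was 0.723, against 0.0228 with library weights and 6.15e-04 for LacZ 3 and 4 against HectD3 1 to 3, a comparison chosen after the libraries were seen (6.15e-04 to 0.948 over the alternatives).

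In LacZ 1 and LacZ 2 the genes of the interferon list lay above LacZ 3 and LacZ 4 by a median of 0.17 on the log2 scale, and those of the interferon gamma list by 0.10, while the median difference was -0.04 for the MHC class I list and -0.08 for the cytokine list. HectD3 4 lay above the other HectD3 libraries in the median of each of these lists, by 0.22, 0.26, 0.24 and 0.24 in the same order. Markers of macrophages and leukocytes had a median log2 fold change of 0.13 between HectD3 and LacZ (camera adjusted p 0.00751, adjusted p = 0.592 with an estimated correlation), a call that ended without LacZ 1 (0.257), LacZ 2 (0.131), HectD3 1 (0.0936) or HectD3 4 (0.0930). From lower RNA in the RNA-seq beside the proteomics data, the paper concludes that inflammatory response markers were downregulated with HectD3.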

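Mx1, an interferon-induced GTPase that blocks the replication of viruses, was at 30.4 ± 5.21 FPKM (SD, n = 4) in NRVCMs overexpressing HectD3 and at 62.8 ± 4.51 FPKM (SD, n = 4) with LacZ. It lies on chromosome 11 from 37891156 to 37914983 in the deposited table. Its log2 fold change was -1.03 (standard error 0.12, adjusted p = 0.0615 from limma), the smallest adjusted p of any gene with a lower level. Mx1 passed the test without HectD3 4, with an adjusted p of 0.0146 (0.00251 to 0.835 over the alternatives).

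Pml, the scaffold of nuclear bodies on chromosome 8 from 63004870 to 63034226, was at 17.5 ± 1.16 FPKM with HectD3 and 24.4 ± 2.76 FPKM with LacZ (SD, n = 4 each), with a log2 fold change of -0.45 (standard error 0.10, adjusted p = 0.324 from limma). Tap1, a transporter that loads peptides for MHC class I, lies on chromosome 20 from 3979035 to 3989669 and was at 17.0 ± 2.67 and 24.9 ± 2.57 FPKM, a log2 fold change of -0.53 (standard error 0.12, adjusted p = 0.392). Bst2, a membrane protein that tethers virus particles, lies on chromosome 16 from 19938784 to 19942353 and was at 149.5 ± 25.9 and 179 ± 14.6 FPKM, a log2 fold change of -0.27 (standard error 0.12, adjusted p = 0.698). For Ccl2, a chemokine that attracts monocytes, on chromosome 10 from 69412017 to 69413870, the levels were 133 ± 22.7 FPKM with HectD3 and 110.3 ± 28.0 FPKM with LacZ. Its log2 fold change was 0.29 (standard error 0.19, adjusted p = 0.729), and it was -0.09 in LacZ 3 and 4 against HectD3 1 to 3.

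Isg15, a ubiquitin-like protein, was at 86.8 ± 12.8 FPKM with HectD3 and 148 ± 13.3 FPKM with LacZ (SD, n = 4 each), a log2 fold change of -0.77 (standard error 0.11, adjusted p = 0.152 from limma), and it too passed without HectD3 4 (adjusted p 0.0248, 0.00732 to 0.873 over the alternatives). Ifit3, which binds viral RNA complexes, was at 30.4 ± 5.88 and 53.9 ± 3.78 FPKM and passed without HectD3 4 at an adjusted p of 0.0468 (0.0133 to 0.873 over the alternatives). Ifit2 was at 33.8 ± 4.59 and 48.1 ± 1.99 FPKM, and Ifih1, a sensor of double-stranded RNA, at 15.1 ± 2.33 and 21.4 ± 1.48 FPKM. The immunity GTPase Irgm was at 14.8 ± 1.80 and 20.7 ± 3.02 FPKM, and Ifgga1, listed as RGD1309362, at 12.2 ± 1.92 and 18.0 ± 1.24 FPKM. Tapbp, which joins Tap1 to MHC class I, was at 45.1 ± 6.23 and 57.3 ± 5.38 FPKM, and Golgb1, a protein of the Golgi apparatus, at 5.12 ± 0.147 and 6.23 ± 0.472 FPKM.

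Of the 14 genes plotted in Fig. 3D, each had a lower mean with HectD3, 13 were lower and 0 higher at an unadjusted p under 0.05 in limma, and 11 had no overlap between the groups. When adjusted over the list alone 12 were lower, and 0 passed over all genes tested; since the study chose these genes on these samples, this is not independent evidence of their direction. Camera gave the list an adjusted p of 2.28e-17, with adjusted p = 0.125 with an estimated correlation. The median of these genes in LacZ 1 and LacZ 2 was 0.05 above LacZ 3 and LacZ 4 on the log2 scale, and HectD3 4 was 0.27 above the other HectD3 libraries.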

A meta-analysis of the proteomics and RNA-seq data revealed 13 common molecules that were down-regulated by HectD3 overexpression, six of which (Bst2, Ccl2, Mx1, Pml, STAT1 itself, and Tap1) are known targets of Stat1^23^, whereas, the remaining genes are targets of other transcription factors involved in interferon responsive signaling, emphasizing the notion of broad inhibition of Stat1-mediated transcriptional activation by HectD3 (Fig. 3b–d).

**Fig. 3:**
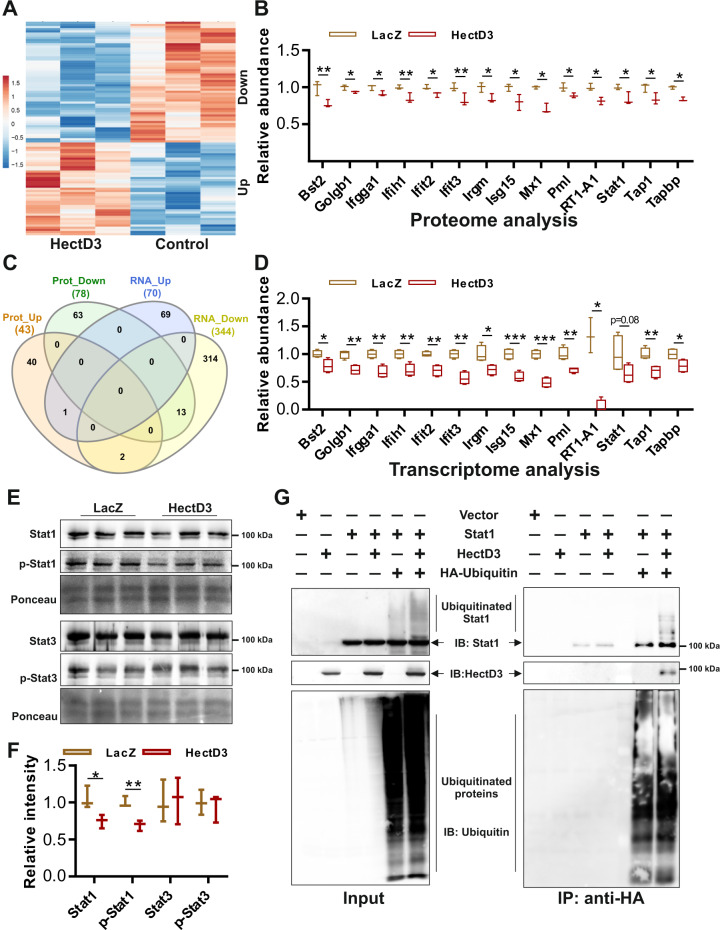
HectD3 targets interferon response proteins and Stat1 signaling in NRVCMs. **a** Heat map showing the differentially abundant proteins in NRVCMs after HectD3 overexpression quantified by LC–MS/MS. Protein lysate from NRVCMs overexpressing LacZ (*n* = 3 each). **b** A number of proteins involved in interferon response signaling, including Stat1, displayed significantly reduced levels during HectD3 overexpression. **c** Venn-diagram indicating the comparative analysis of differentially expressed proteins and mRNAs determined by mass spectrometry or RNA-sequencing, respectively. Overall, 13 molecules were significantly downregulated, both, at protein and RNA levels, which are shown in box plots **b** and **d**, respectively. **e** Immunoblot image displaying the expression of Stat1/p-Stat1 and Stat3/p-Stat3 in NRVCMs overexpressing LacZ (as a control) or HectD3. **f** Stat3 and p-Stat3 were not significantly altered, whereas, Stat1 and p-Stat1 were found to be significantly downregulated upon HectD3 overexpression as determined by densitometry analysis of image shown in **e** (*n* = 3 each). **g** Immunoblots indicating the input and IP samples showing Stat1, HectD3, and ubiquitin detected by anti-Stat1, anti-HectD3, and anti-HA antibodies, respectively. Images show that anti-HA beads could successfully pull down HectD3 as well as polyubiquitinated Stat1 only in the condition where HectD3 and ubiquitin were expressed with Stat1. Statistical calculations were carried out by two-tailed Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001.

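The values plotted for RNA in Fig. 3D were compared with the deposited table. For each of the 14 plotted genes they equal the FPKM of 1 transcript divided by the mean of the LacZ libraries, within 0.001, and for 9 of the genes that transcript is also the sum of the gene. Bst2-201, 1 of 2 Bst2 transcripts, was at 71.4 ± 10.5 FPKM (SD, n = 4) with HectD3 and 90.9 ± 5.51 FPKM (SD, n = 4) with LacZ. Bst2-202 was at 78.1 ± 17.9 and 87.9 ± 12.4 FPKM. Golgb1-202 was at 4.43 ± 0.511 and 6.20 ± 0.460 FPKM, and Golgb1-201 at 0.695 ± 0.607 and 0.0330 ± 0.0174 FPKM.

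RT1-A1, an MHC class I gene on chromosome 20 from 5351605 to 5418019 in the deposited table, has 5 transcripts there, and RT1-A1-205 is the one plotted. It was at 3.08, 4.98, 3.93 and 0.0251 FPKM in LacZ 1 to 4, at 0.680 FPKM in HectD3 4 and is listed at 0 in HectD3 1 to 3, with 1 LacZ value absent from the plotted data. Its log2 fold change was -1.55 (standard error 0.52, adjusted p = 0.66 from limma over all transcripts). RT1-A1-201 was at 11.6 ± 1.41 FPKM (SD, n = 4) with HectD3 and 5.17 ± 1.69 FPKM (SD, n = 4) with LacZ, a log2 fold change of 1.07 (standard error 0.20, adjusted p = 0.361), with each HectD3 library above each LacZ library. RT1-A1-202 was at 4.84 ± 2.57 and 9.00 ± 2.83 FPKM, and RT1-A1-203 at 5.33 ± 0.754 and 7.56 ± 7.33 FPKM. Their sum was 21.9 ± 1.75 FPKM with HectD3 and 24.7 ± 6.21 FPKM with LacZ, a log2 fold change of -0.14 (standard error 0.16, adjusted p = 0.817). MHC class I genes are near-identical copies, so the share of reads given to each of these transcripts is uncertain.

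**Figure D3:**
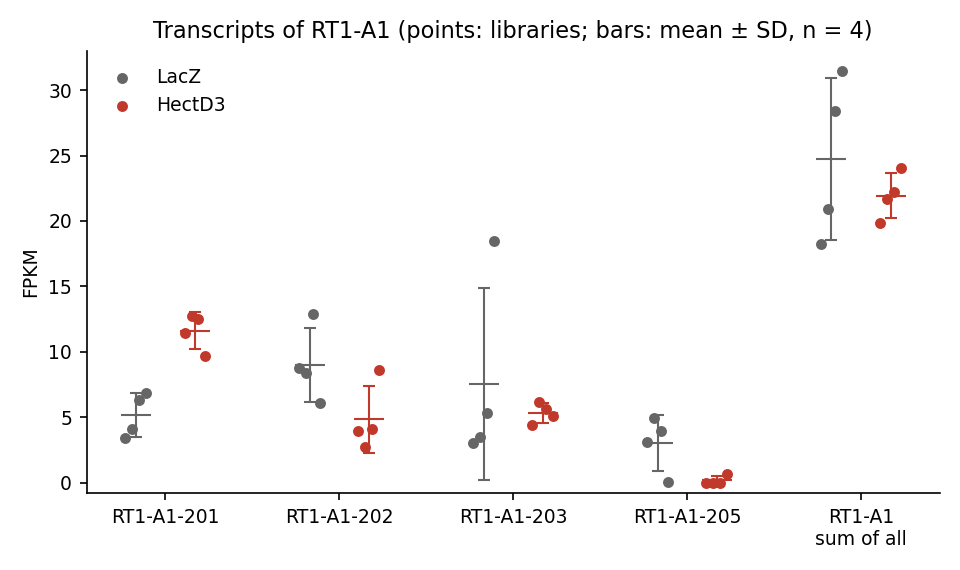
FPKM (y axis) of the 4 transcripts of RT1-A1 with a value above 0 and of their sum (x axis), with a point for each of the 4 LacZ and 4 HectD3 libraries. Horizontal marks are means and bars are SDs, drawn down to 0 at the lowest. RT1-A1-201 is higher in each HectD3 library than in each LacZ library, RT1-A1-205 is at or near 0 in the HectD3 libraries and in LacZ 4, and the sums of the groups overlap.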

While further dissecting the HectD3–Stat1 interaction, we observed that HectD3 reduced the activation of Stat1 by attenuating its phosphorylation (Fig. 3e, f). In contrast, Stat3 levels or its activation were unaffected by HectD3 overexpression (Fig. 3e, f). Notably, SUMO2/3 has earlier been reported to inhibit Stat1 activation/phosphorylation via its sumoylation^19^. In NRVCMs however, SUMO2 overexpression boosted Stat1 phosphorylation, which was again attenuated by HectD3 overexpression (Supplementary Fig. 3D–F). Moreover, immunoprecipitation experiments and in vitro ubiquitination assay confirmed poly-ubiquitination of Stat1 indicating it as a novel bona fide target of HectD3 (Fig. 3g, Supplementary Fig. 3G). Altogether, these data suggest a dual regulation of Stat1 signaling by HectD3, directly via targeting Stat1 and indirectly via regulating SUMO2.

### HectD3 inhibits LPS-/IFNγ-mediated activation of the inflammatory response in cardiomyocytes

As HectD3 appears to inhibit Stat1-signaling, we investigated if HectD3 is also sufficient to counter the proinflammatory effects of LPS and interferon γ (IFNγ) via regulating Stat1. As anticipated, LPS/IFNγ treatments significantly induced Stat1 phosphorylation, yet, HectD3 significantly hindered this activation (Fig. 4a–f). Interestingly, LPS stimulated the activation of Stat3 while no effect was observed with IFNγ, and HectD3 further reduced this activation (Supplementary Fig. 4A–F). Interferon responsive genes like *bst2*, *ifit2*, *ifit3*, *mx1*, *stat1*, and *stat3* were strongly upregulated by LPS treatment on transcript level, while, HectD3 overexpression again significantly reduced the expression of these genes, indicating that HectD3 upregulation is indeed sufficient to inhibit interferon/Stat1-signaling in NRVCMs (Fig. 4g). Conversely, Stat1/Stat3 levels (and activation) as well as expression of downstream interferon response genes were significantly increased when HectD3 was knocked-down in NRVCMs (Supplementary Fig. 4G–I).

**Fig. 4:**
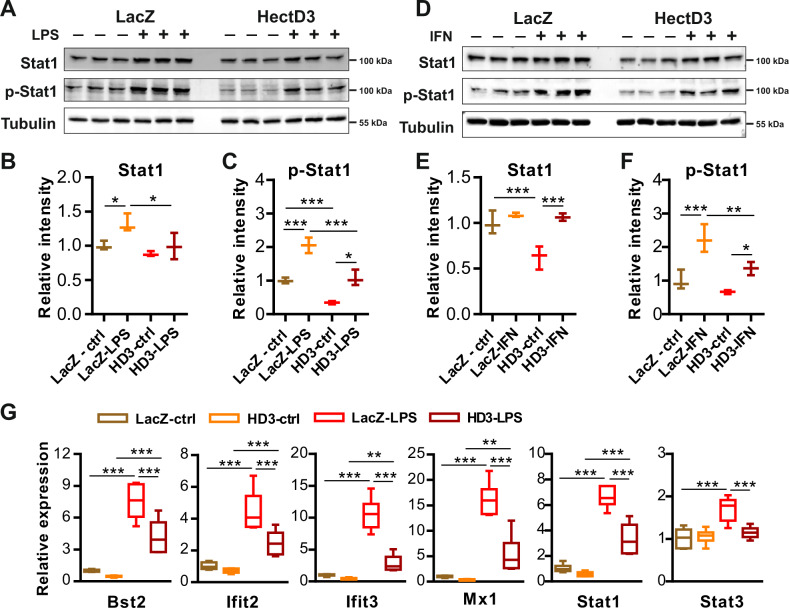
HectD3 inhibits LPS-/IFNγ-mediated activation of the inflammatory response in cardiomyocytes. **a** Immunoblots displaying the expression of Stat1/p-Stat1 in control and HectD3 overexpressing NRVCMs in the absence or the presence of LPS. Densitometry analyses of **a** for Stat1/p-Stat1 are shown in **b** and **c** indicating that LPS significantly activated Stat1 by its phosphorylation, while HectD3 overexpression blunted this activation. (*n* = 3 each). **d** Immunoblots displaying the expression of Stat1/p-Stat1 in control and HectD3 overexpressing NRVCMs in the absence or the presence of IFNγ. Densitometry analyses of **b** for Stat1/p-Stat1 are shown in **e** and **f** indicating that IFNγ significantly activated Stat1 by its phosphorylation, while HectD3 overexpression blunted this activation (*n* = 3 each). **g** Transcript levels of several interferon responsive Stat1-signaling genes determined by quantitative real-time PCR revealing the same trend, i.e. upregulation upon LPS treatment in controls (LacZ) and reduction in upregulation upon HectD3 overexpression. (*n* = 6 each). Statistical calculations were carried out by two-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001.

### HectD3 suppresses SUMO2-dependent activation of calcineurin-signaling and cardiac hypertrophy in vivo

In order to investigate these promising in vitro results also in vivo, we used an AAV-mediated overexpression approach for heart-targeted and continuous but controlled overexpression of HectD3 in mouse models of pressure overload. AAV9-HectD3 vector, harboring the HectD3 cDNA under control of the cardiac troponin T promoter^24^, was thus intravenously injected at different doses (control, 1 × 10^10^, 1 × 10^11^, 1 × 10^12^/mouse) in mouse tail veins in order to define the appropriate dose for overexpression (Fig. 5a). A vector dose of 1 × 10^12^ led to HectD3 overexpression of ~5-fold at RNA and ~2.5-fold at protein level specifically in the heart (Fig. 5b–d). Increased HectD3 expression levels did not alter basal heart weight:body weight ratios after 4 weeks of injection (Fig. 5e). We then performed transverse aortic constriction (TAC) 4 weeks post AAV injections as shown in Fig. 5f. TAC robustly induced cardiac and cellular hypertrophy (Fig. 5g, h) and worsened cardiac systolic function as shown by a reduction in fractional shortening (Fig. 5i). Consistent with the in vitro findings, overexpression of HectD3 in mouse hearts inhibited cardiac hypertrophy and moderately improved cardiac function compared to control AAV-injected mice after TAC (Fig. 5g–i). In line with earlier reports^6,25^, TAC led to upregulation of SUMO2 and its sumoylated protein levels (Supplementary Fig. 5A–C). HectD3 overexpression however markedly reduced the levels of free SUMO2/3 and its sumoylated substrates (Supplementary Fig. 5A–C). HectD3 also significantly reduced the activation of fetal/hypertrophy marker genes (*nppa*, *nppb*, *rcan1.4*, and *myh7*, while *myh6* expression was moderately increased in the presence of HectD3) (Fig. 5j–n), as well as expression of profibrotic genes (*col1a, col3a*) (Fig. 5o, p). Similar but relatively milder effects were observed in mice where hypertrophy was induced by Angiotensin-II (AngII) treatment using osmotic minipumps (Supplementary Fig. 5D–K).

**Fig. 5:**
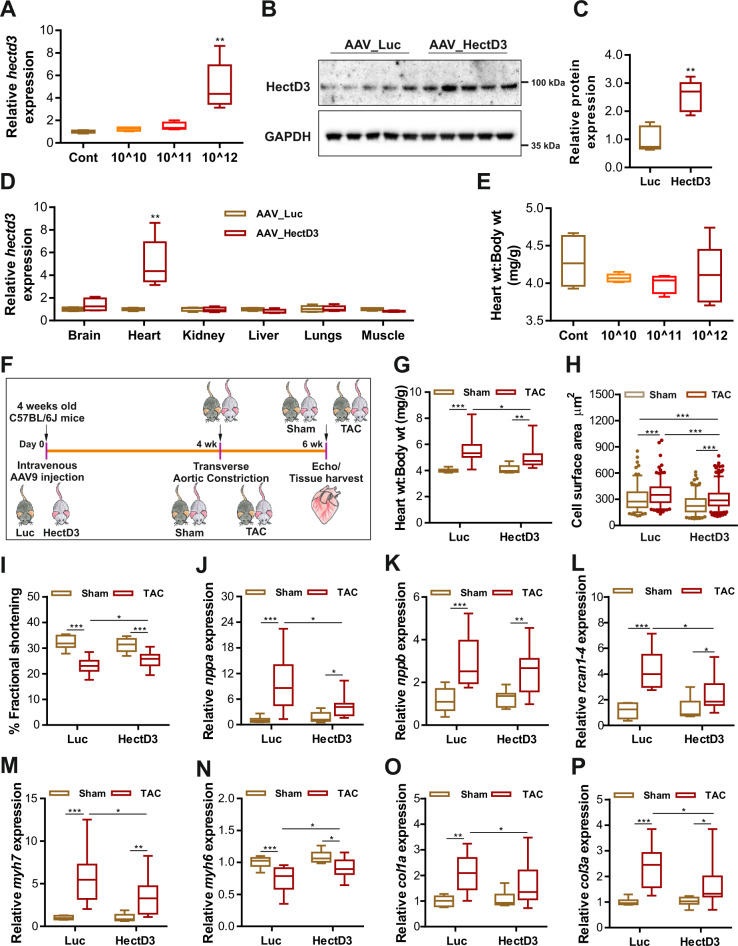
HectD3 suppresses SUMO2-dependent activation of calcineurin-signaling and cardiac hypertrophy. **a** Relative HectD3 expression in mouse hearts where HectD3-AAV was injected intravenously to find a suitable dose for further experiments. HectD3 was found to be significantly expressed only in mice injected with 1 × 10^12^ times vector/mouse genome (*n* = 5 each). **b** Immunoblots further confirms the upregulation of HectD3 in mouse hearts harvested from mice injected with HectD3 (1 × 10^12^ times vector/mouse genome) compared to the AAV-luciferase (control), which is presented as a box plot in **c** (*n* = 5 each). **d** Relative HectD3 expression in various tissues obtained from mice injected with AAV-HectD3 demonstrates significant upregulation of HectD3 only in the heart compared to other tissues (*n* = 5 each). **e** Box plot indicating the heart weight (wt):body wt ratio in mice that were injected with different doses of AAV-HectD3. Data indicate no significant effect of HectD3 overexpression (*n* = 5 each). **f** Schematic outline of the experimental workplan for AAV-mediated overexpression of HectD3 in mice, including transverse aortic constriction (TAC) and downstream experiments. **g** Box plot indicating the heart weight (wt):body wt ratios in mice that underwent TAC or sham operations compared to the respective control group where HectD3 or luciferase (Luc) was overexpressed using equivalent AAV9 particles. Data indicates that TAC significantly increased the heart weight (wt):body wt ratio in control mice, whereas, AAV9-mediated overexpression of HectD3 reduced the ratio (*n* = 8 (AAV-Luc sham), 9 (AAV-HectD3 sham), 13 (AAV-Luc TAC), 14 (AAV-HectD3 TAC)). **h** Similarly, increased HectD3 expression reduced the cardiomyocyte cell surface area in mice that underwent TAC compared to the respective Luc mice group (*n* > 150 each). **i** Fractional shortening (%) as a measure of contractile function was also moderately improved in TAC operated mice when HectD3 was overexpressed. Expression of fetal genes determined by quantitative real-time PCR indicates upregulation of *nppa* **j**, *nppb* **k**, *rcan1.4* **l**, β-myosin heavy chain (*myh7*) **m**, and downregulation of α-myosin heavy chain (*myh6*) **n** after TAC; HectD3 overexpression however reduced this up-/down-regulation (*n* = 8 (AAV-Luc sham), 9 (AAV-HectD3 sham), 13 (AAV-Luc TAC), 14 (AAV-HectD3 TAC)). Similarly, TAC upregulated fibrosis markers Collagen 1a (*col1a*) **o**, and 3a (*col3a*) **p** which was again attenuated by HectD3 overexpression (*n* = 8 (AAV-Luc sham), 9 (AAV-HectD3 sham), 13 (AAV-Luc TAC), 14 (AAV-HectD3 TAC)). Statistical calculations were carried out by two-tailed Student’s *t*-test or two-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001.

### HectD3 attenuates the inflammatory response due to pathological hypertrophy in vivo

Our in vitro data suggested that HectD3 blunts the inflammatory effects of LPS/IFNγ via inhibition of Stat1 signaling. We thus analyzed Stat1 expression status in AAV9-HectD3-injected mice at baseline or after TAC to confirm the mechanistic in vitro findings and the observed protective phenotype of HectD3 in vivo (Fig. 6a). We discovered significantly reduced levels of activated Stat1/Stat3 following HectD3 overexpression in mouse hearts at baseline (Fig. 6b and c). TAC led to strong activation of Stat1 and inhibition of Stat3 in control mice, while HectD3 overexpression again revealed opposite effects (Fig. 6d, e). Of note, Stat3 activation was severely reduced after TAC in control mice. Overexpression of HectD3, however, retained its activation state to a level comparable to sham-operated control mice (Fig. 6d, e). Since Stat1 activation was found to be alleviated by HectD3 in mouse hearts after TAC, we anticipated a reduction in the inflammatory response. In addition to *stat1*, transcript levels of several interferon response genes and Stat1 signaling targets such as *bst2, ccl2, ccl5, ifit1, ifit3, and ifnγ* were markedly increased in control mouse hearts after TAC (Fig. 6f). HectD3 overexpression, however, potently reduced upregulation of these genes after pressure overload due to TAC (Fig. 6f). Interestingly, *stat3* transcript levels remained unchanged in either of the conditions (Fig. 6f). Consistent results were also observed in AngII-treated mice compared to the respective control group (Supplementary Fig. 6A–H).

**Fig. 6:**
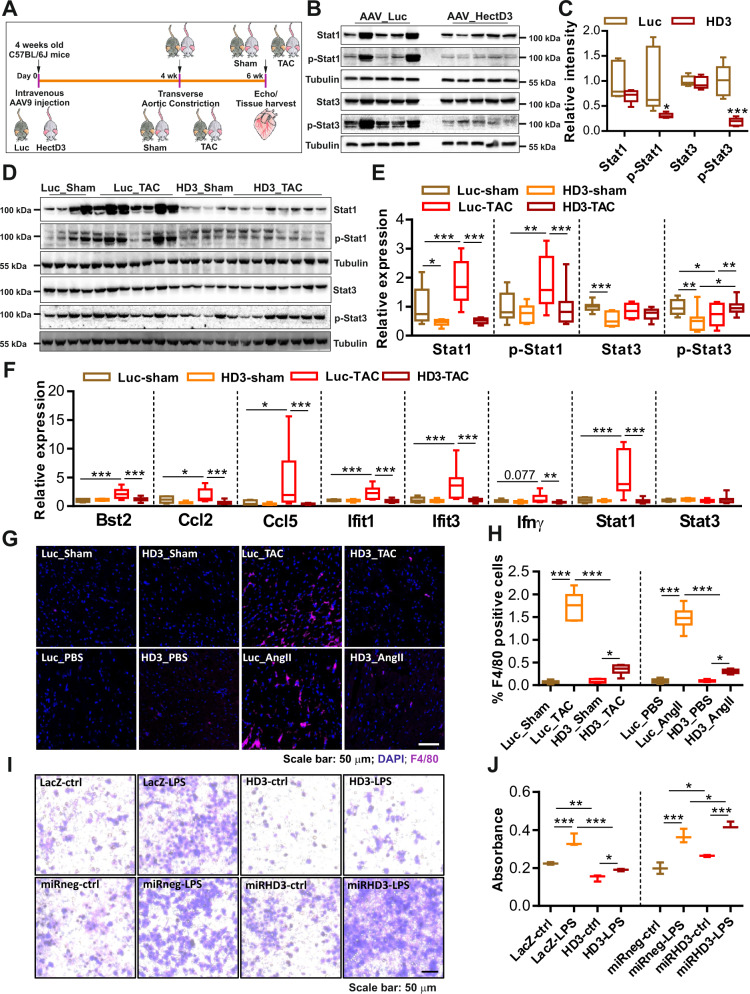
HectD3 attenuates Stat1-mediated inflammatory response in vivo. **a** Schematic outline of the experimental work-plan for AAV-mediated overexpression of HectD3 in mice, including TAC and downstream experiments. **b** Immunoblots indicating proteins levels of Stat1/p-Stat1 and Stat3/p-Stat3 in mouse hearts where HectD3 was overexpressed via AAV-mediated gene transfer. AAV-luciferase injected mice were used as a control group. **c** Densitometry analysis of images shown in **b** is presented as a box plot that shows a strong reduction in the phosphorylation of both Stat1 and Stat3 by HectD3 overexpression (*n* = 5 each). **d** Immunoblots indicating the protein levels of Stat1/p-Stat1 and Stat3/p-Stat3 after TAC or sham surgery in mouse hearts where HectD3 was overexpressed via AAV-mediated gene transfer. AAV-luciferase injected mice were used as control group. **e** Densitometry analysis of images shown in **d** are presented as box plots for Stat1, p-Stat1, Stat3, and p-Stat3 showing that the phosphorylation of Stat1 was increased, whereas phosphorylation of Stat3 was reduced after TAC in control mice. HectD3 overexpression strongly reduced the phosphorylation of Stat1, yet maintained the phosphorylation levels of Stat3 comparable to control sham mice after TAC. **f** Transcript levels of several inflammatory markers and downstream targets (*Bst2, Ccl2, Ccl5, Ifit1, Ifit3, IFNγ, Stat1,* and *Stat3*) of interferon-signaling and Stat1-signaling are detected by quantitative real-time PCR in mouse hearts after TAC in mouse hearts where HectD3 was overexpressed by AAV-mediated gene transfer. **g** Representative immunofluorescence microscopy images of cardiac tissue sections of mouse hearts obtained from luciferase (control) or HectD3 injected mice that underwent TAC operations or Angiotensin-II (AngII) infusion (with respective sham or PBS controls). Tissue sections were stained with F4/80 as a marker of macrophage and counterstained with DAPI for nuclear staining. HectD3 overexpression reduced the infiltration of inflammatory macrophages to the mouse hearts after TAC compared to the respective control mice. **h** Immunofluorescence intensity analysis of F4/80 positive cells are presented in the form of a box plot indicating a dramatic increase in the macrophages in TAC operated or AngII-treated control mice. HectD3 overexpression however significantly reduced macrophage numbers (*n* = 6 each). **i** Representative images of RAW 264.7 cells after chemotaxis assay in modified Boyden chambers containing polycarbonate membranes. **j** Optical density measurements are presented in the form of a box plot showing accelerated migration of RAW 264.7 cells when treated with LPS. However, cells treated with culture supernatant from NRVCMs overexpressing HectD3 reduced this migration. Contrasting results were obtained with HectD3 knockdown condition (*n* = 3 each). Statistical calculations were carried out by two-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001.

Macrophage proliferation and its recruitment into cardiac tissue contributes to tissue damage by inducing pathologic tissue remodeling and thus modulates the transition to heart failure^26^. Since Stat1 activation was shown to enhance macrophage migration^27^, we next examined whether cardiac HectD3 overexpression influences immune cell infiltration in myocardial hypertrophy models. Immunohistochemical analysis indeed revealed a striking accumulation of F4/80-positive cells into the mouse myocardium following TAC and AngII treatment (Fig. 6g, h). In contrast, mice receiving AAV9-HectD3 gene therapy prior to pro-hypertrophic treatment revealed a marked reduction in the number of resident cardiac macrophages (Fig. 6g, h). Finally, to determine whether HectD3 overexpression can directly alter the migratory capacity of macrophages through secretion of chemoattractant cytokines, we next performed trans-well migration assays using the RAW264.7 cell line. RAW264.7 cells were treated with the culture supernatant isolated from NRVCMs where HectD3 was either overexpressed or knocked-down (and respective controls) in the absence or the presence of LPS. As anticipated, macrophages demonstrated a robust increase in migration towards culture supernatant medium collected from control cardiomyocytes following LPS stimulation as compared to control non-treated cells (Fig. 6i, j). Conversely, migratory capacity was markedly abrogated by HectD3 overexpression in cardiomyocytes, while adenovirus-mediated HectD3 downregulation again promoted RAW264.7 cell migration (Fig. 6i, j).

Collectively, these findings suggest a role for HectD3 in reducing secretion of pro-inflammatory and chemoattractant factors via inhibition of Stat1, thereby attenuating the cardiac inflammatory response.

## Discussion

We recently reported SUMO2 as a potent activator of cardiac hypertrophy via activation of calcineurin-NFAT signaling^6^. Consistently, using transgenic mouse models overexpressing constitutively active SUMO2 in the heart, Kim et al. demonstrated the development of cardiomyopathy in four independent mouse lines^25^. The cardiac phenotype ranged from acute heart failure and early death to the progression of chronic cardiomyopathy with aging^25^. Importantly, both studies also reported a marked increase in SUMO2/3-mediated sumoylation in the hearts of human patients suffering from dilated, ischemic, or hypertrophic cardiomyopathy^6,25^, pointing towards a broader pathogenic role of SUMO2 in the development of heart failure. We now report the ubiquitin ligase HectD3 as a novel cardiac-binding partner and upstream post-translational regulator of SUMO2 and SUMO2-mediated sumoylation. Moreover, our proteomics/transcriptomics data reveal Stat1 as a direct target of HectD3, as a result of which, HectD3 regulates inflammatory signaling in cardiomyocytes. These data thus provide a novel mechanism of dual regulation of cardiac hypertrophy and inflammation by HectD3 via dual regulation of SUMO2 and its sumoylation target Stat1.

HectD3 is known to interact with its target protein (s) through the APC10 domain to transfer the ubiquitin moiety from an E2-conjugating enzyme. As we also observed an interaction of HectD3 with SUMO2 through its APC10 domain, these data implied SUMO2 to be a possible direct target for HectD3 ubiquitination. We could confirm this hypothesis both in NRVCMs and mouse hearts, where overexpression of HectD3 significantly accelerated polyubiquitination and degradation of SUMO2 with subsequent inhibition of downstream sumoylation. By virtue of post-translationally regulating SUMO2 and its target proteins, HectD3 attenuated the prohypertrophic effects of pressure overload due to TAC or AngII treatment. Mechanistically, we earlier reported that SUMO2 interacts with and tethers calcineurin to the nucleus, thereby accelerating the induction of calcineurin-NFAT signaling^6^. Consistently, we now also found that overexpression of HectD3 substantially reduced nuclear localization of active calcineurin, likely due to reduced SUMO2–calcineurin interaction secondary to lower levels of SUMO2 in the presence of upregulated HectD3. While poly-sumoylation of the target proteins by SUMO2/3 has been reported earlier to facilitate ubiquitin-mediated degradation, this is, to the best of our knowledge, the first report of a direct regulation of SUMO2 and overall sumoylation via ubiquitination.

Accumulating evidence also suggests that pressure overload and AngII infusion drive the generation of a pro-inflammatory cellular environment, characterized by intense secretion of cytokines, chemokines and factors that stimulate migration of monocytes and their differentiation into macrophages in the cardiac tissue^28–30^. In turn, the expansion of immune cells promotes pathological tissue remodeling^31^ and induces cardiomyocyte apoptosis and ultimately cardiac decompensation. In line with previous studies, we could detect a marked increase in F4/80 positive cells in response to TAC and AngII application. Notably, our findings suggest that HectD3-overexpression in cardiomyocytes could significantly attenuate the accumulation of macrophages in the two investigated in vivo models of cardiac hypertrophy and heart failure. Furthermore, we could demonstrate a simultaneous decrease in the mRNA levels of pro-inflammatory and chemoattractant markers which may account for the observed phenotype. Interestingly, inhibition of IL-6 has been shown to attenuate AngII-induced cardiac hypertrophy and fibrosis^32^, and cardiac-deficiency of the NF-κB subunit, p65, led to reduced cardiac hypertrophy, and preserved contractile function after TAC^33^. While clinical trials for anti-inflammatory therapies in heart failure such as the use of TNFα antagonists yielded mixed results (reviewed in refs. ^34,35^), there is renewed interest in such an approach as e.g. a sub-analysis of the CANTOS trial revealed that interleukin 1β-blockade improved ejection fraction and heart failure symptoms^36^.

SUMO2/3 has recently been described to prevent both the canonical and non-canonical interferon response in inflammatory cells^18,19^. In particular relevance to our current findings, several studies have shown that SUMO-conjugation of Stat1 by SUMO1 or SUMO2/3 inhibits its activity due to reduced phosphorylation and reduced DNA-binding efficiency on Stat1-responsive gene promoters, which in turn impedes the induction of the inflammatory response^19,37,38^. In contrast to these findings in other cell types, we observed a positive correlation between SUMO2 levels and Stat1 activation in cardiomyocytes, where overexpression of SUMO2 significantly increased phosphorylation of Stat1. HectD3 suppressed this activation not only by reducing SUMO2 levels but also by directly acting as an E3 ubiquitin ligase of Stat1. Signal transducers and activators of transcription (Stat) is a family of interferon responsive transcription factors, which is known to mediate cytokine-driven intracellular signaling. Out of seven known family members (Stat1–Stat7), Stat1 and Stat3 have been extensively studied in cardiac pathophysiology^39^. Interestingly, Stat1 and Stat3 have been suggested to play antagonistic roles, where Stat1 worsens, while Stat3 protects the heart from ischemic cardiomyopathy by either activating or inhibiting inflammation, respectively^39–41^. Stat1 has been shown to be one of the major players orchestrating the immune response activation contributing to the pathogenesis of various cardiovascular diseases, such as atherosclerosis^42,43^, myocardial infarction^39^, heart failure^44^, and cardiac allograft vasculopathy^45^. Increased Stat1-dependent gene expression is associated with abnormal levels of inflammatory markers^46^, cardiomyocyte apoptosis^47^, and enhanced extracellular matrix deposition^48^. In our study, we found that HectD3 mediated a reduction in Stat1 activation without impairing Stat3 signaling thereby protecting the myocardium against pathological hypertrophy induced by TAC and AngII infusion. In line with our data, it was previously shown that cardiomyocyte-specific Stat1 deficiency is cardioprotective in a mouse model of ischemia-reperfusion injury^40^; nevertheless, few studies so far have focused on the contribution of Stat1 in pathological myocardial hypertrophy and subsequent heart failure.

In conclusion, we here describe a novel cardioprotective mechanism involving the ubiquitin ligase HectD3, which exerts anti-hypertrophic and anti-inflammatory effects likely via dual regulation of SUMO2 and its sumoylation target Stat1 (Fig. 7). Our data lend support to the notion that hypertrophy and inflammation are more intertwined than previously appreciated. We thus propose HectD3 as a “dual pathway” inhibitor for the prevention and/or therapy of cardiac hypertrophy and heart failure, e.g. utilizing AAV-mediated gene transfer.

**Fig. 7:**
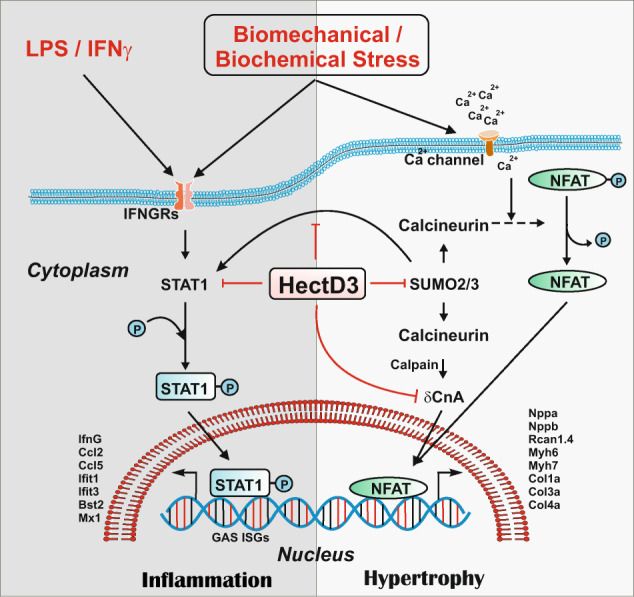
Schematic representation of HectD3-mediated dual inhibitory regulation of cardiac hypertrophy and inflammation. Right half panel indicate that HectD3 targets SUMO2 for UPS-mediated degradation, subsequently attenuating nuclear localization of constitutively active calcineurin A (δCnA) and activation of CnA-NFAT hypertrophic signaling in vitro and in vivo. On the other hand, left half panel demonstrates that HectD3 interacts with and targets interferon response factor Stat1 thereby downregulating pro-inflammatory Stat1-target genes, consequently resulting in reduced secretion of chemoattractants, and infiltration of pro-inflammatory macrophages to the heart.

## Methods

All animal experiments were approved by the Ministry of Energy Transition, Agriculture, Environment, Nature and Digitalization (MELUND) of the state of Schleswig-Holstein and were carried out stringently following international and institutional ethical guidelines. The use of human tissue samples conforms to the declaration of Helsinki and was approved by the ethical committee of the medical school of the Georg-August-University, Göttingen. Written informed consent was received from all participants prior to inclusion.

### Isolation and culture of neonatal rat cardiomyocytes

NRVCMs were isolated from 1 to 2 days old Wistar rats (Charles River, Germany) as previously described^49,50^. Briefly, neonatal rats were decapitated to collect hearts in ADS buffer (120 mmol/l NaCl, 20 mmol/l HEPES, 8 mmol/l NaH_2_PO_4_, 6 mmol/l glucose, 5 mmol/l KCl, and 0.8 mmol/l MgSO_4_ (pH 7.4)). All the steps henceforth are performed in sterile conditions. Ventricles were chopped and digested in 4–5 steps with collagenase type II (0.5 mg/ml, Worthington Biochemical Corporation, Germany) and pancreatin (0.6 mg/ml, Sigma-Aldrich, Germany) in ADS buffer at 37 °C. Cardiomyocytes and fibroblasts were separated using a Percoll gradient centrifugation step. Isolated cardiomyocytes were then cultured in DMEM supplemented with 10% (v/v) FCS, 100 U/ml penicillin and 100 µg/ml streptomycin (Life Technologies), and 2 mmol/L l-glutamine (Life Technologies) for 24 h. Treatments of overexpression/knockdown of desired proteins are achieved by adenovirus-mediated transduction for 72 h in serum-depleted media. NRVCMs were also treated with either IFNγ or LPS in some experiments as 1 µg/ml or 100 ng/ml for 24 or 12 h, respectively.

### RAW 264.7 culture

RAW264.7 mouse macrophage cell line was purchased from American Type Culture Collection (ATCC, Manassas, VA). Cells were maintained in DMEM medium, supplemented with 10% FBS, 1% glutamine, and 1% penicillin/streptomycin.

### Macrophage migration assay

Chemotaxis assay was performed as previously described^51^. In brief, modified Boyden chambers containing polycabonate membranes with a pore size of 8 μm (Merck, Darmstadt, Germany) were placed into the lower chamber containing 1 mL of NRVCM-derived conditional medium. The supernatants were collected 12 h after treatment with 100 nM LPS. Serum-starved RAW 264.7 macrophages were added on top of each chamber and incubated at 37 °C for 24 h to allow cell migration. Afterwards, non-migratory cells on the upper surface of the membrane were removed and adherent cells on the bottom were stained with 2.3% crystal blue solution (Merck, Darmstadt, Germany) for 10 min at room temperature. Migratory cells were visualized using an inverted microscope. Next, transwell membranes were cut and incubated with 200 μL acetic acid to induce the solubilization of the dye. Optical density was measured spectrophotometrically at a wavelength of 560 nm (Tecan, Männedorf, Switzerland). All source data underlying the graphs presented in the main figures using migration assay are made available as Supplementary Data 1.

### AAV9-mediated gene-transfer

The experimental strategy for AAV-mediated gene-transfer is diagrammatically presented in Fig. 5f and Supplementary Fig. 5D. Briefly, single strand AAV vector genomes harboring either the HectD3 or luciferase cDNA under transcriptional control of the human troponin T promoter (Tnt-4) were used for generation of AAV9 vectors as described before^24,52^. Respective AAVs (up to 10^12^ vector genomes per animal in a total of 100 µL PBS) were injected through the tail-veins of 4 week old mice C57BL/6 mice purchased from Charles River Laboratories. Mice underwent TAC or sham operations (detailed below) or AngII infusion 4 weeks post injections and kept for 2 more weeks under controlled 12/12 h dark/light cycle. Animals were assessed for cardiac function by echocardiography and sacrificed to harvest organs for downstream applications.

### TAC and echocardiography

TAC/sham surgeries were carried out in 8 weeks old C57BL/6 mice (4 weeks post AAV injections, operator was blinded of AAV injection sub-groups) as described^53^. Briefly, mice were analgized by Buprenorphine (0.1 mg/kg s.c.) injection and kept on a heating pad to maintain the body temperature at 37 °C. Mice were anesthetized with 2.5 vol% isoflurane in 0.2 L/min O_2_ and orally intubated with 20-gauge tube and ventilated (Harvard Apparatus) at 120 breaths per minute (0.2 mL tidal volume). A small incision in second costal space was made, to expose aortic arch. A ligation with suture (Prolene 6-0) and against needle 27 G (Ø 0.42 mm) was placed around the aorta between the brachiocephalic and left carotid artery. By immediately restoring blood flow, the needle was removed. With suture (Prolene 4-0), the chest was closed and the pneumothorax evacuated. For control group (sham), mice underwent the same surgery without the ligation. Mice were examined 2 weeks post-surgery by Echocardiography on VisualSonics Vevo 1100 and MS400 cardiovascular probe (18–38 MHz). To obtain following parameters of cardiac function left ventricle (LV) interventricular septal thickness (IVS), LV internal dimensions (LVID), and posterior wall (PW) thicknesses at diastole and systole (IVSd, LVIDd, PWd and IVSs, LVIDs, PWs) were measured from M-mode short-axis images at the level of the papillary muscles. Left ventricular fractional shortening (FS) was assessed by B-mode long axis images.

### Human HCM patient heart samples

Left ventricular heart tissue was collected from explanted hearts of HCM patients undergoing heart transplantation during surgical procedures and placed immediately in pre-cooled cardioplegic solution (110 mM NaCl, 16 mM KCl, 16 mM MgCl_2_, 16 mM NaHCO_3_, 1.2 mM CaCl_2_, and 11 mM glucose). Non-failing hearts explanted from accidental death patients were used as controls. Myocardial samples for immunoblotting/qPCR analysis were snap-frozen in liquid nitrogen and stored at −80 °C immediately after excision. All procedures involving human samples were approved and performed in strict compliance with the ethical committee of the medical school of the Georg-August-University, Göttingen.

### Cloning SUMO2, HectD3, and Ubiquitin

Full length coding regions of SUMO2, HectD3, and Ubiquitin were cloned in Gateway cloning entry vector pDONR221 and subsequently recombined into Gateway compatible destination vector pcDNA3.1 (to be used for expression in HEK293-A cells) or into pAd/CMV/V5 (to generate adenovirus for overexpression in NRVCMs) following manufacturer’s instructions (Life Technologies). Synthetic microRNAs specifically targeting HectD3 (miR-HectD3) was generated using BLOCK-iT Pol II miR RNAi Expression system to knockdown respective genes (Life Technologies, Germany). Finally, adenoviruses encoding SUMO2, HectD3, Ubiquitin, and synthetic microRNAs were produced using the ViraPower™ Adenoviral Kit according to the manufacturer’s instructions (Life Technologies, Germany). A β-Galactosidase-V5 encoding adenovirus (Ad-LacZ, Life Technologies) and an unspecific synthetic microRNA (miR-Neg) served as control viruses for overexpression and knockdown experiments, respectively. All the cloning primers used in this study are listed in Supplementary Data 2.

### Generation of AAV9-vectors

The full-length coding sequence of HectD3 was cloned into a single-stranded AAV vector backbone (pSSV9-CMV-MLC1500-luc). AAV9 vectors were produced in HEK293A cells by co-transfection of helper plasmid pDP9rs and either pSSV9-CMV-MLC1500-HectD3, or pSSV9-CMV-MLC1500-luciferase (as a control), and purified using iodixanol step gradient ultracentrifugation as reported before^52^.

### Antibodies

Antibodies used in this study are listed below where respective dilutions are mentioned in the parentheses:

α-actinin, mouse monoclonal, Sigma-Aldrich (1:400); SUMO2/3, rabbit monoclonal, Cell signaling (1:1000); SUMO2 + 3, mouse monoclonal, Abcam (1:1000); Calcineurin A, mouse monoclonal, BD Bioscience (1:250); GAPDH, mouse monoclonal, Sigma-Aldrich (1:20,000); Histone H3, rabbit polyclonal, Cell-signaling (1:1000); α-Tubulin, mouse monoclonal, Sigma-Aldrich (1:8000); Ubiquitin, mouse monoclonal, Millipore (1:1000); STAT1, rabbit monoclonal, Cell signaling (1:1000); p-STAT1, rabbit monoclonal, Cell signaling (1:1000); STAT3, rabbit monoclonal, Cell signaling (1:1000); p-STAT3, rabbit monoclonal, Cell signaling (1:1000); F4/80, rat monoclonal, Dianova (1:500); HA, mouse monoclonal, Sigma-Aldrich (1:20,000); HectD3, rabbit polyclonal, Mybiosource (1:1000); V5, mouse monoclonal, Biozol (1:1000).

### Protein preparation and immunoblotting

NRVCMs were lysed 72 h post viral transduction by three freeze–thaw cycles in RIPA buffer (20 mM Tris, 10 mM DTT, 500 mM sodium chloride, 1% NP40, 12,5% glycerol) supplemented with phosphatase and protease inhibitor cocktails (Roche, Germany). The cell lysate was then centrifuged at 12,000 × *g* for 20 min. to remove cell debris, and the supernatant was used for protein concentration measurement by DC-assay (Bio-Rad Laboratories). Proteins prepared as above were resolved on 10% SDS–PAGE, or commercially available 4–12% gradient gels (Life Technologies), and transferred to a polyvinylidenefluoride membrane, blocked for 2 h in 5% dry-milk prepared in 0.1% TBST at room temperature (RT), followed by the incubation with primary antibodies overnight at 4 °C, 4× washes with 0.1% TBST and final incubation with a suitable HRP-coupled secondary antibody (1:10,000) (Santa Cruz, Germany). Protein signals were developed using ECL-select chemiluminescence kit (GE Healthcare) and visualized on Fluorchem Q imaging system (Biozym). Quantitative densitometry was performed with the help of ImageJ/Fiji version 1.46. All the uncropped immunoblot images have been included as Supplementary Fig. 7. All source data underlying the graphs presented in the main figures using immunoblot densitometry data are made available as Supplementary Data 1.

### Immunoprecipitation in protein lysate from mouse heart

Total protein extracted from mouse heart was used for immunoprecipitation of endogenous binding partners of SUMO2. Approximately 4 μg of anti-SUMO2/3 antibody (mouse monoclonal, Abcam) was incubated with 1 mg total protein in 1 mL RIPA buffer for 6 h at 4 °C in 1.5 mL microcentrifuge tubes on a rotating mixer. Dynabeads (50 μl, Life Technologies, Germany) equilibrated with RIPA buffer were pipetted in the protein–antibody mix and incubated overnight at 4 °C on rotating mixer. Protein lysate was carefully removed after placing microcentrifuge tubes on a magnetic stand. Beads were then washed six times with the lysis buffer. Precipitated proteins were eluted with 50 μl of 2× Laemmli buffer by boiling the mix at 95 °C for 5 min. The eluted protein was determined by immunoblotting.

### Immunoprecipitation in protein lysate from HEK293A cells

HEK293A cells were maintained in DMEM containing 4% FCS, 2 mM l-glutamine, and penicillin/streptomycin. STAT1 (Gene ID: 25124) cDNA clone (pCS6 (BC062079)-TCR1305-GVO-TRI) was purchased from Biocat GmbH (Germany); HectD3 and V5-SUMO2/3 overexpressing clones were cloned in pDEST40; while pRK5-HA-Ubiquitin-WT was a kind gift from Dr. Ted Dawson (Addgene plasmids). For establishing interaction between STAT1 or SUMO2/3 and HA-Ubiquitin in presence of HectD3, HEK293A cells (2.5 × 10^6^) were co-transfected with each of STAT1 or SUMO2/3 (15 µg) and HA-Ubiquitin (WT or mutants, 10 µg each) expression plasmids with or without HectD3 (15 µg) using Lipofectamine 2000 (Life Technologies, Inc.). Empty vector pcDNA3.1 was used as a negative control. 48 h after transfection with an intermittent media change at 24 h, cells were washed with PBS, pelleted down, and resuspended in buffer A (50 mM Tris, 150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, and 0.2% SDS) supplemented with phosphatase and protease inhibitor mixtures (Complete; Roche Applied Science). Cells were lysed by three successive freeze–thaw cycles with one sonication step for 10 s (Bandelin sonoplus, at 40% power), followed by centrifugation at 18,000×*g* at 4 °C for 20 min. The supernatant containing cellular proteins was used for immunoprecipitation using Anti-HA-tag mAb-Magnetic Beads (MBL international) for Stat1-related IP and Anti-V5-tag mAb-Magnetic Beads (MBL international) for SUMO2/3-related IP following the manufacturer’s guidelines. In brief, 500 µg of protein in a total volume of 1 ml of lysis buffer was applied to 50 µl of equilibrated beads, and proteins were then allowed to bind to the HA/V5-tagged antibody on the beads for ~14 h at 4 °C atop a rotor. Protein lysates were removed after centrifugation at 8000 × *g*, and magnetic beads were washed three times with lysis buffer with help of a magnetic stand. Precipitated proteins from the beads were then eluted with 50 µl of Laemmli sample buffer. An amount of 10 µl from this eluted protein was immunoblotted with SDS–PAGE followed by transfer to nitrocellulose membranes and developed against respective antibodies to confirm interactions between STAT1 or SUMO2/3 and HA-Ubiquitin proteins in presence of HectD3.

### In vitro ubiquitination assay

HEK293A cells were transfected with plasmids encoding Stat1 together with either HectD3 or ubiquitin and HectD3. Protein lysates (50 µg) from respective conditions were incubated in 50 µl ubiquitination buffer (RIPA buffer supplemented with phosphatase and protease inhibitor cocktails (Roche, Germany), MG-132 [10 μM, Sigma], ubiquitin-aldehyde [0.5 μM, Enzo Lifesciences], DTT [1 mM], MgCl_2_ [2 μM] and ATP [5 mM]) for 30 min at 37 °C. Samples were resolved by SDS–PAGE and immunoblotted against Stat1.

### Immunofluorescence microscopy

Co-localization of SUMO2 and HectD3 or cell surface area was determined by immunofluorescence microscopy. Briefly, NRVCMs were seeded on collagen-coated glass-coverslips in 12× well cell-culture plates and grown in 10% serum containing DMEM-medium with glucose, L-Gln, and Pen/Strep for 24 h. NRVCMs were then either transduced with viruses for 72 h or directly fixed with 4% paraformaldehyde for 10 min at RT, permeabilized, washed, and blocked with 0.1% Triton X-100 in PBS with 2.5% BSA at RT for 1 h. Cells were then incubated for 90 min with α-actinin for cell surface area measurement or with SUMO2 + HectD3 primary antibodies for co-immunostaining under humidified conditions. Respective secondary antibodies conjugated with AlexaFluor488 and/or AlexaFluor546 (Invitrogen, Germany) were incubated for 1 h, at RT. Images were captured with a Keyence BZ-9000 fluorescence microscope using ×20 CFI Plan Apo λ lens (NA of 0.75) with the in-built CCD-camera at RT (Keyence, Japan). Images were processed and analyzed by BZ-II Analyzer (Keyence, Japan). The cell surface area was measured as described in detail before^54^. All source data underlying the graphs presented in the main figures using immunofluorescence microscopy data are made available as Supplementary Data 1.

### Proteomics analysis by LC–MS/MS

NRVCMs were transduced with adenoviruses expressing either HectD3 or LacZ and incubated for 72 h. Cell pellets were then lysed in 100 μl buffer containing 6 M guanidinium hydrochloride, 100 mM HEPES pH 7.5, and protease inhibitors. Reduction and alkylation of cysteines were carried out by the addition of 10 mM DTT and 55 mM iodoacetamide, followed by tryptic digestion at 37 °C overnight. Peptides were subsequently extracted using C18 SepPak columns, lyophilized and resuspended in 100 μl of 50 mM TEAB and subjected to TMT-labeling. After a second solid phase, extraction the samples were fractionated into 10 fractions using high pH reversed-phase chromatography to increase proteome coverage^55^.

LC–MS/MS analysis was performed using a Dionex U3000 nanoUHPLC coupled to a Q Exactive Plus mass spectrometer (Thermo Scientific) using following parameters: 6 μl sample was injected and loaded on a trap column (Acclaim Pepmap 100 C18, 10 mm × 300 μm, 3 μm, 100 Å, Dionex) and washed for 3 min with 2% ACN/0.05% TFA at a flow-rate of 30 μL/min. Separation was performed using an Acclaim PepMap 100 C18 analytical column (50 cm × 75 μm, 2 μm, 100 Å, Dionex) with a flow-rate of 300  nL/min and following eluents: A (0.05% FA) and B (80% ACN/0.04% FA); linear gradient 5–40% B in 180 min, 50–90% B in 5 min, 90% B for 10 min, 90–5% B in 1 min, and equilibrating at 5% B for 11 min. Ionization was performed with 1.5 kV spray voltage applied on a non-coated PicoTip emitter (10 μm tip size, New Objective, Woburn, MA) with the source temperature set to 250 °C. MS data were acquired from 5 to 200 min with MS full scans between 300 and 1800*m*/*z* at a resolution of 70,000 at *m*/*z* 200. The 15 most intense precursors with charge states ≥2+ were subjected to fragmentation with HCD with NCE of 27%; isolation width of 3*m*/*z*; resolution, 17,500 at *m*/*z* 200. Dynamic exclusion for 30 s was applied with a precursor mass tolerance of 10 ppm. Lock mass correction was performed based on the polysiloxane contaminant signal of 445.120025*m*/*z*. Additional wash runs were performed between samples from gel bands to reduce carry over while cytochrome C was used to monitor mass accuracy and LC quality control.

The acquired MS/MS-spectra were searched with the SequestHT algorithm against the entire reviewed protein database of *Rattus norvegicus* (in total 29,969 sequences, Proteome ID:UP000002494). Static modifications applied for searches were carbamidomethylation on cysteine residues, TMT modification of peptide N-terminus, and lysines while oxidation on methionine residues was set as dynamic modifications. Spectra were searched with semi-enzyme specificity. A MS mass tolerance of 10 ppm and a MS/MS tolerance of 0.02 Da was used. Peptide grouping was applied to group Peptides Spectrum Matches (PSMs, a MS/MS-spectrum assigned to a peptide sequence from the protein database) with the same modification under the same peptide. The protein group identifications were further filtered based on the following criteria: Proteins must be identified with at least two peptides with a FDR confidence ≤0.05 (medium).

TMT reporter ions were used for relative quantification between control and biological treatment in the three biological replicates. Only protein IDs with reporter signals were considered during the analysis. All source data underlying the graphs presented in the main figures using mass spectrometry data are made available as Supplementary Data 1.

### Reporter gene assays

All the reporter gene assays are performed in NRVCMs. Cells were transduced with combinations of different viruses expressing SUMO2 (50 multiplicity of infection (moi)), HectD3 (50 moi), ΔCnA (50 moi), NFAT-reporter-luc (20 moi) carrying a firefly luciferase, AdRen-luc carrying renilla luciferase (5 moi, for normalization of the measurements), and LacZ as control or a filler virus to maintain equal virus load. For knockdown experiments, miR-HectD3 or miR-Neg adenoviruses were used. Luciferase activity was measured using a dual luciferase reporter assay kit following the manufacturer’s instructions (Promega). Chemiluminescence was detected on infinite m200 PRO system (Tecan). All source data underlying the graphs presented in the main figures using luciferase reporter assays are made available as Supplementary Data 1.

### RNA isolation and quantitative real-time PCR

Total RNA was isolated from NRVCMs 72 h post viral transduction using QIAzol lysis reagent (Qiagen) following the manufacturer’s instructions. One microgram of DNA-free total RNA was transcribed using Superscript III first-strand cDNA synthesis kit (Life Technologies). Quantitative real-time PCR (qRT-PCR) was performed using EXPRESS SYBR GreenER Reagent (Life Technologies) in CFX96 real-time Cycler (Bio-Rad Laboratories). PCR conditions used were: 3 min at 95 °C, followed by 40 cycles of (15 s at 95 °C for denaturation, and 45 s at 60 °C, for annealing and extension, data was collected at this step). Rpl32 was used as an internal normalization control using delta-delta-Ct algorithm^56^. All the primers used in this study for qRT-PCR are listed in Supplementary Table 1.

### RNA-seq analysis

Total RNA from each sample was quantified using a NanoDrop ND-1000 instrument. Approximately 2 µg total RNA was used to prepare the sequencing library in the following steps: 1. Total RNA was enriched by oligo (dT) magnetic beads (rRNA removed); 2. RNA-seq library preparation using KAPA stranded RNA-Seq Library Prep Kit (Illumina), which incorporates dUTP into the second cDNA strand and renders the RNA-seq library strand-specific. The completed libraries were qualified with Agilent 2100 Bioanalyzer and quantified by absolute quantification qPCR method. To sequence the libraries on the Illumina HiSeq 4000 instrument, the barcoded libraries were mixed, denatured to single-stranded DNA in NaOH, captured on Illumina flow cell, amplified in situ, and subsequently sequenced for 150 cycles for both ends on Illumina HiSeq instrument.

Image analysis and base calling were performed using Solexa pipeline v1.8 (Off-Line Base Caller software, v1.8). Sequence quality was examined using the FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The trimmed reads (trimmed 5′, 3′-adapter bases using cutadapt^57^) were aligned to the reference genome using Hisat2 software^58^. The transcript abundances for each sample was estimated with StringTie^59^, and the FPKM^60^ value for gene and transcript level were calculated with R package Ballgown^61^. The differentially expressed genes and transcripts were filtered using R package Ballgown. The novel genes and transcripts were predicted from assembled results by comparing to the reference annotation using StringTie and Ballgown, then used CPAT^62^ to assess the coding potential of those sequences. Then use rMATS to detecting alternative splicing events and plots^63^. Principle component analysis (PCA) and correlation analysis were based on gene expression level, hierarchical clustering, gene ontology, pathway analysis, gene ontology, pathway analysis, scatter plots, and volcano plots were performed with the differentially expressed genes in R, Python, or shell environment for statistical computing and graphics. All source data underlying the graphs presented in the main figures using RNA-seq data are made available as Supplementary Data 1.

### Statistics and reproducibility

All the results are presented as box and whiskers plots with minimum to maximum range (showing all points), unless specified otherwise. Statistical significance was determined using two-tailed Student’s t-test, two-way analysis of variance (ANOVA, followed by Student–Newman–Keuls post-hoc test), or non-parametric Kruskal-Wallis test (with Dunn’s multiple comparison test) where appropriate, details of which are also included in respective figure legends. *P*-values ≤ 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Peer Review File

Reporting Summary

## Data Availability

The RNA-sequencing data was deposited to the gene expression omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) and is available under the accession number GSE155768. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^64^ partner repository with the dataset identifier PXD020843. Full blots are shown in Supplementary Information. Source data underlying plots shown in figures are provided in Supplementary Data 1. All other data, if any, are available upon reasonable request.

# Supplementary material for: The E3 ubiquitin ligase HectD3 attenuates cardiac hypertrophy and inflammation in mice
**Source:** Commun Biol. 2020 Oct 9;3:562. doi: 10.1038/s42003-020-01289-2
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Figures with legends**

**
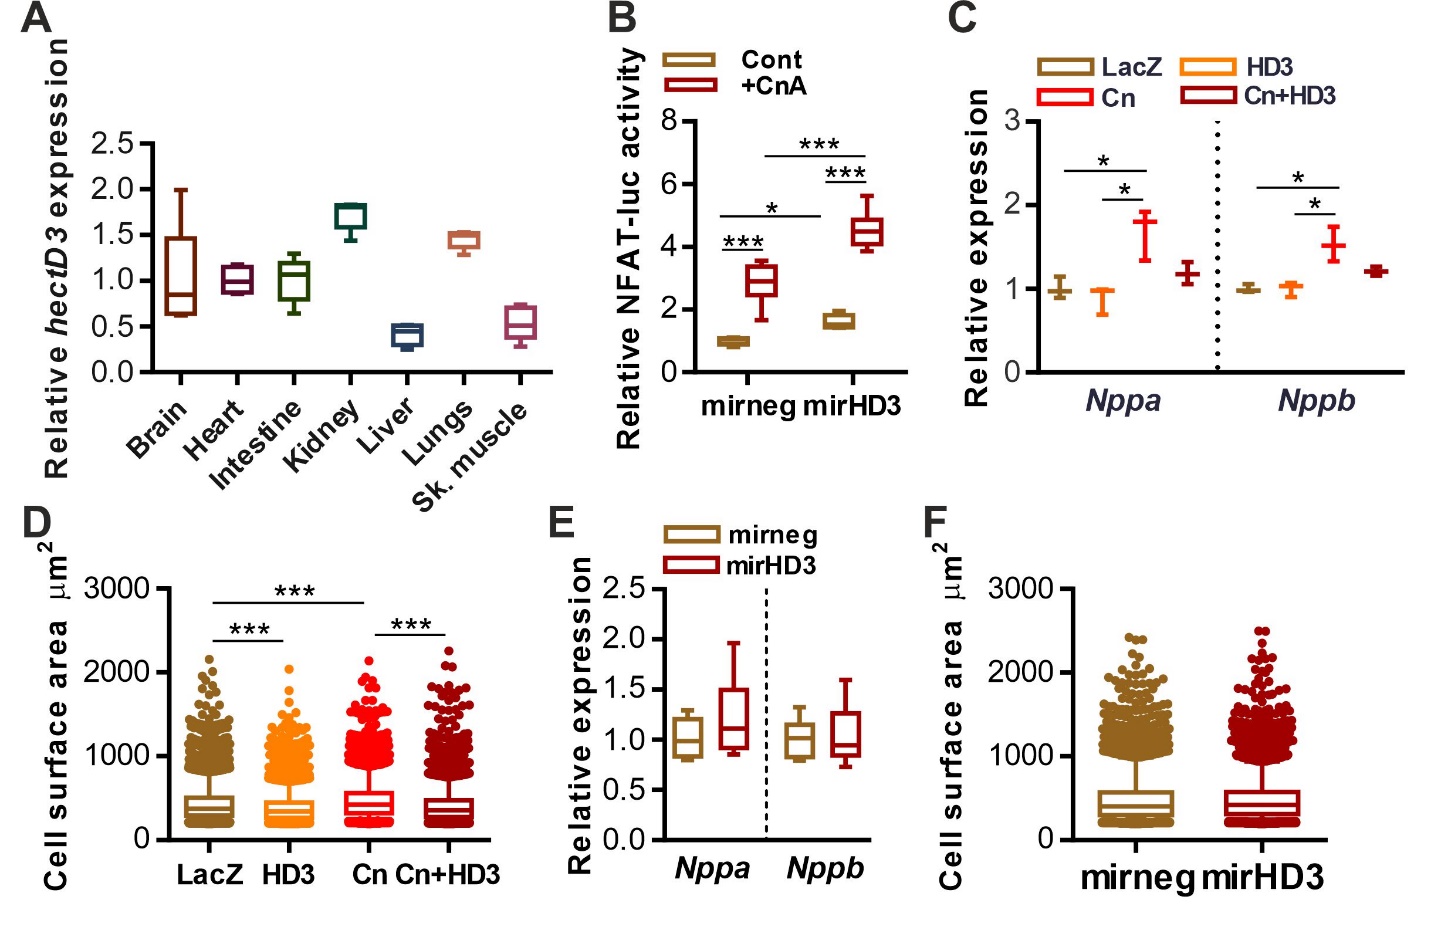
**

**Supplementary Figure 1: HectD3 interacts with and suppresses SUMO2 dependent activation of calcineurin-signaling and cardiomyocyte hypertrophy. A.** HectD3 expression levels in various tissues determined by quantitative real-time PCR (n=5 each). **B.** NFAT response element driven Firefly luciferase reporter assay was performed in NRVCMs to study the effect of knockdown of HectD3 (mirHD3), with or without constitutively active calcineurin A (CnA). Box plot indicates that HectD3 knockdown significantly induced luciferase activity, both, at baseline or in the presence of CnA. (n=12 each). **C.** Expression of fetal genes *nppa* and *nppb* determined by quantitative real-time PCR indicates downregulation of both the genes when HectD3 is overexpressed. (n=3 each). **D.** Cell surface area measurement of NRVCMs overexpressing CnA, HectD3, or both, indicates CnA increases cellular hypertrophy, whereas, the presence of HectD3 attenuated this activation. (n>1500 each). **E.** Expression of fetal genes *nppa* and *nppb* determined by quantitative real-time PCR indicates no effect of HectD3 knockdown on the both the genes. (n=6 each). **F.** Cell surface area measurement from NRVCMs where HectD3 was knocked-down indicated no significant differences compared to the control cells. (n>1500 each). mirneg (unrelated synthetic microRNA) was used as a control in all knockdown experiments. Statistical calculations were carried out two-tailed Students t-test or by one-way ANOVA. *: p<0.05, ***: p<0.001.

**
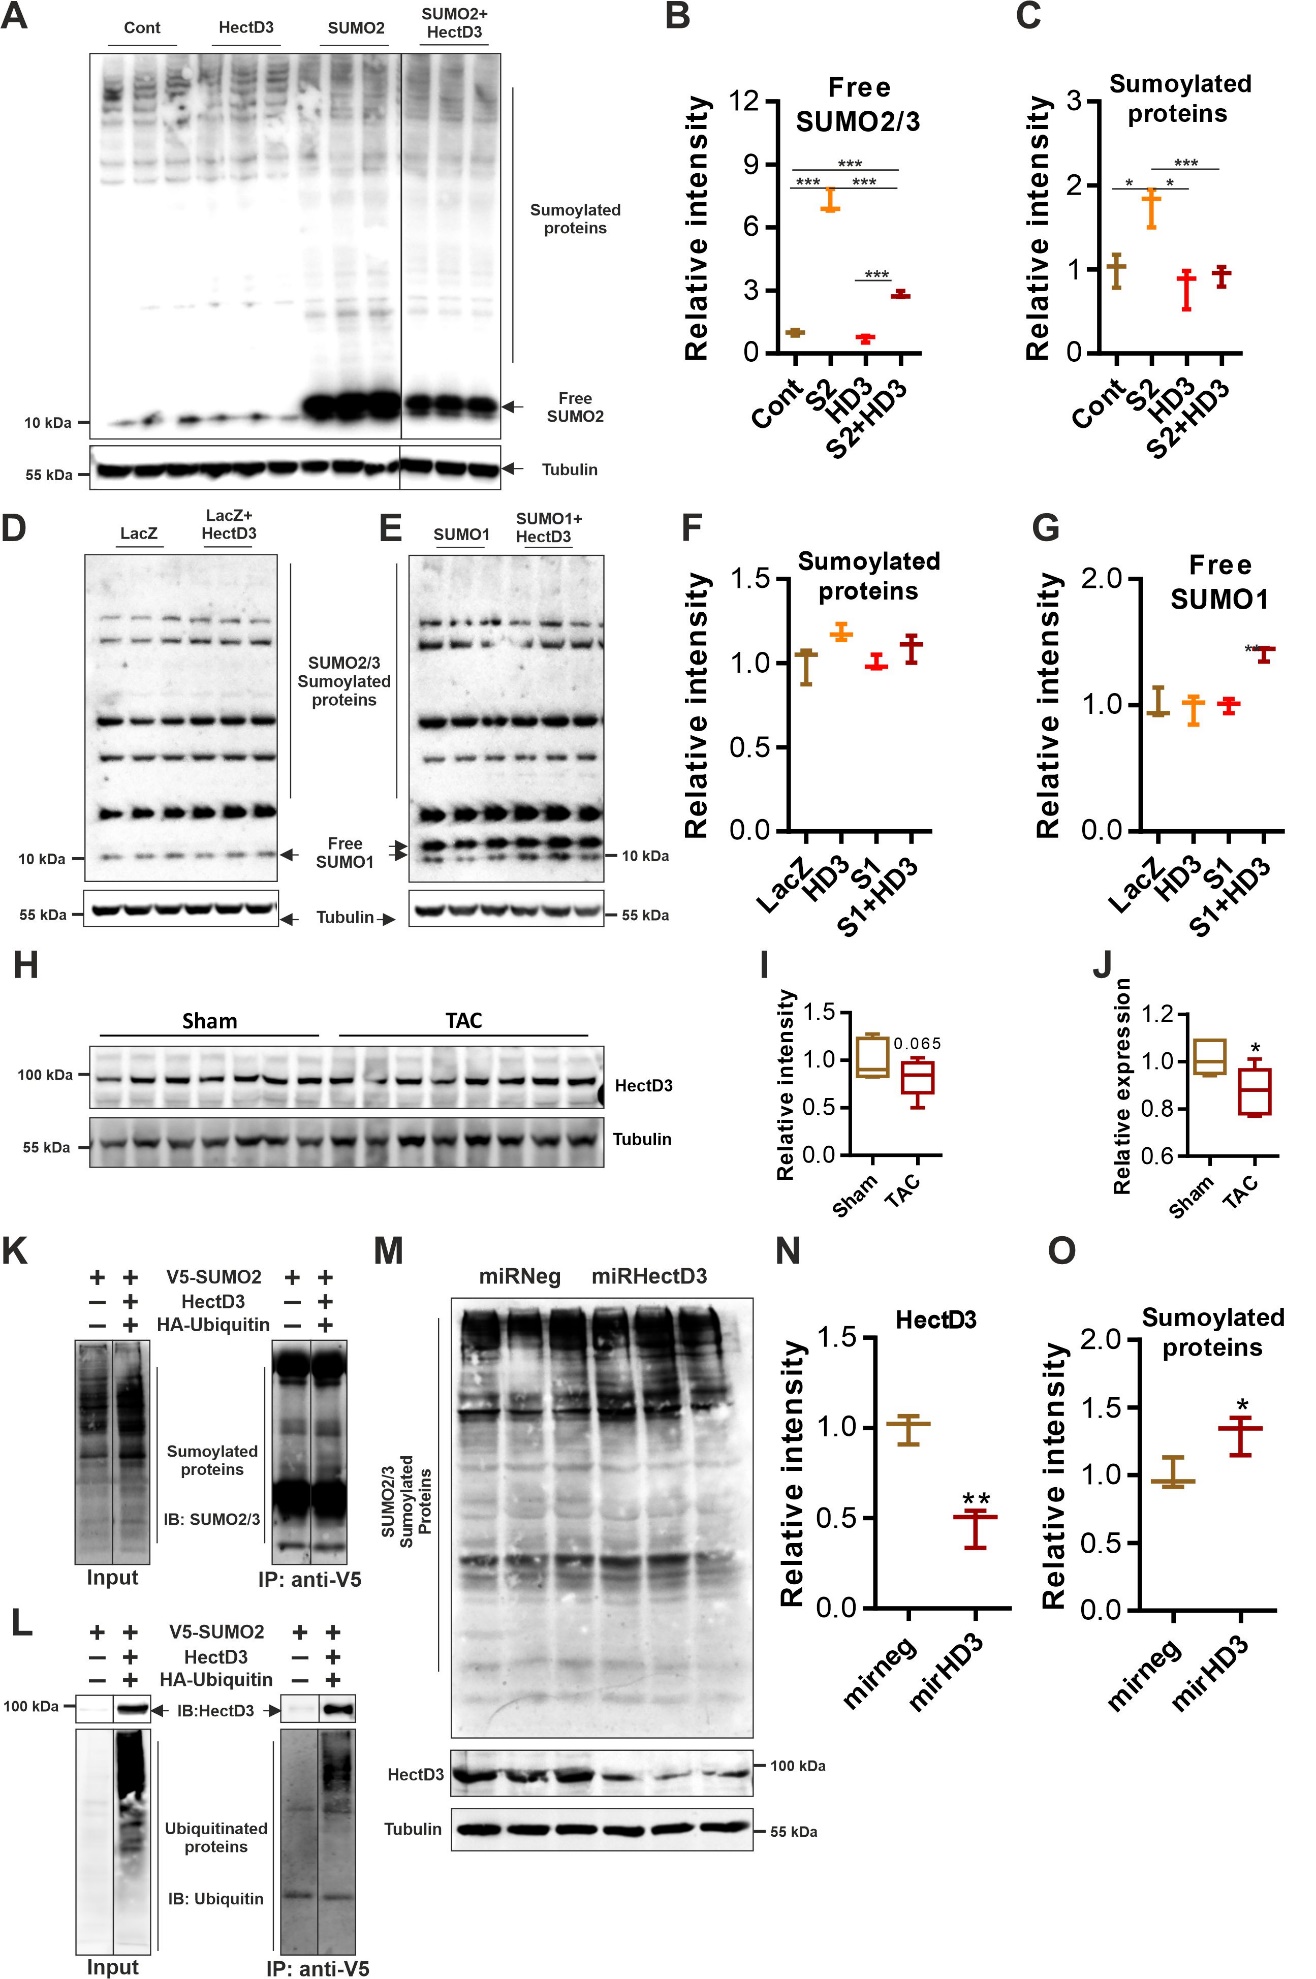
**

**Supplementary Figure 2: HectD3 regulates SUMO2-mediated sumoylation. A.** Immunoblot indicating the expression of SUMO2/3 and sumoylated proteins in HEK293A cells overexpressing SUMO2, HectD3, or both. **B** & **C** represents densitometry analysis of free SUMO2/3 or sumoylated proteins, respectively, shown in image **A**. (n=3 each). **D.** Immunoblot indicating the expression of SUMO1 and sumoylated proteins in NRVCMs overexpressing HectD3 or LacZ. **E.** Immunoblot indicating the expression of SUMO1 and sumoylated proteins in NRVCMs overexpressing SUMO1 alone or with HectD3. **F** & **G** represents the densitometry analysis of sumoylated proteins or free SUMO1 shown in image D and E, respectively. (n=4 each). Neither endogenous nor overexpressed SUMO1 was affected by HectD3 expression. NRVCMs expressing LacZ were used as a control. **H.** Immunoblots indicating HectD3 protein levels in mouse heart after pressure overload due to transverse aortic constriction (TAC). Its densitometry data is presented in (**I**) as a box plot**.** (n= 7 sham and 8 TAC). **J.** Quantitative real-time PCR data depicting significant downregulation of HectD3 transcript levels in mouse heart after TAC. (n= 7 sham and 8 TAC). **K.** Immunoblots indicating the input and IP blots where V5-tagged SUMO2 was either overexpressed alone or in the presence of both HectD3 (untagged) and ubiquitin (HA-tagged). IP was performed by anti-V5 magnetic beads and immunoblotting was carried out by anti-V5 antibody. **L.** Immunoblots indicating the input and IP samples showing HectD3 and ubiquitin detected by anti-HectD3 and anti-HA antibodies, respectively. Images show that anti-V5 beads could successfully pull down HectD3 as well as polyubiquitinated SUMO2 only in the condition where HectD3 and ubiquitin were expressed with SUMO2. **M.** Immunoblots indicating the expression of HectD3 and SUMO2/3-sumoylated proteins in NRVCMs where HectD3 was knocked-down using adenovirus encoding synthetic microRNA. **N.** Box plot with the densitometry analysis confirming ~50% downregulation of HectD3 after its knockdown. (n=3 each). **O.** Box plot representing densitometry analysis of SUMO2/3 sumoylated proteins shown in image **M** indicates that HectD3 knockdown led to moderate accumulation of SUMO2/3 sumoylated proteins. (n=3 each). Statistical calculations were carried out by two-tailed Student’s t-test. *: p<0.05, **: p<0.01, ***: p<0.001.

**
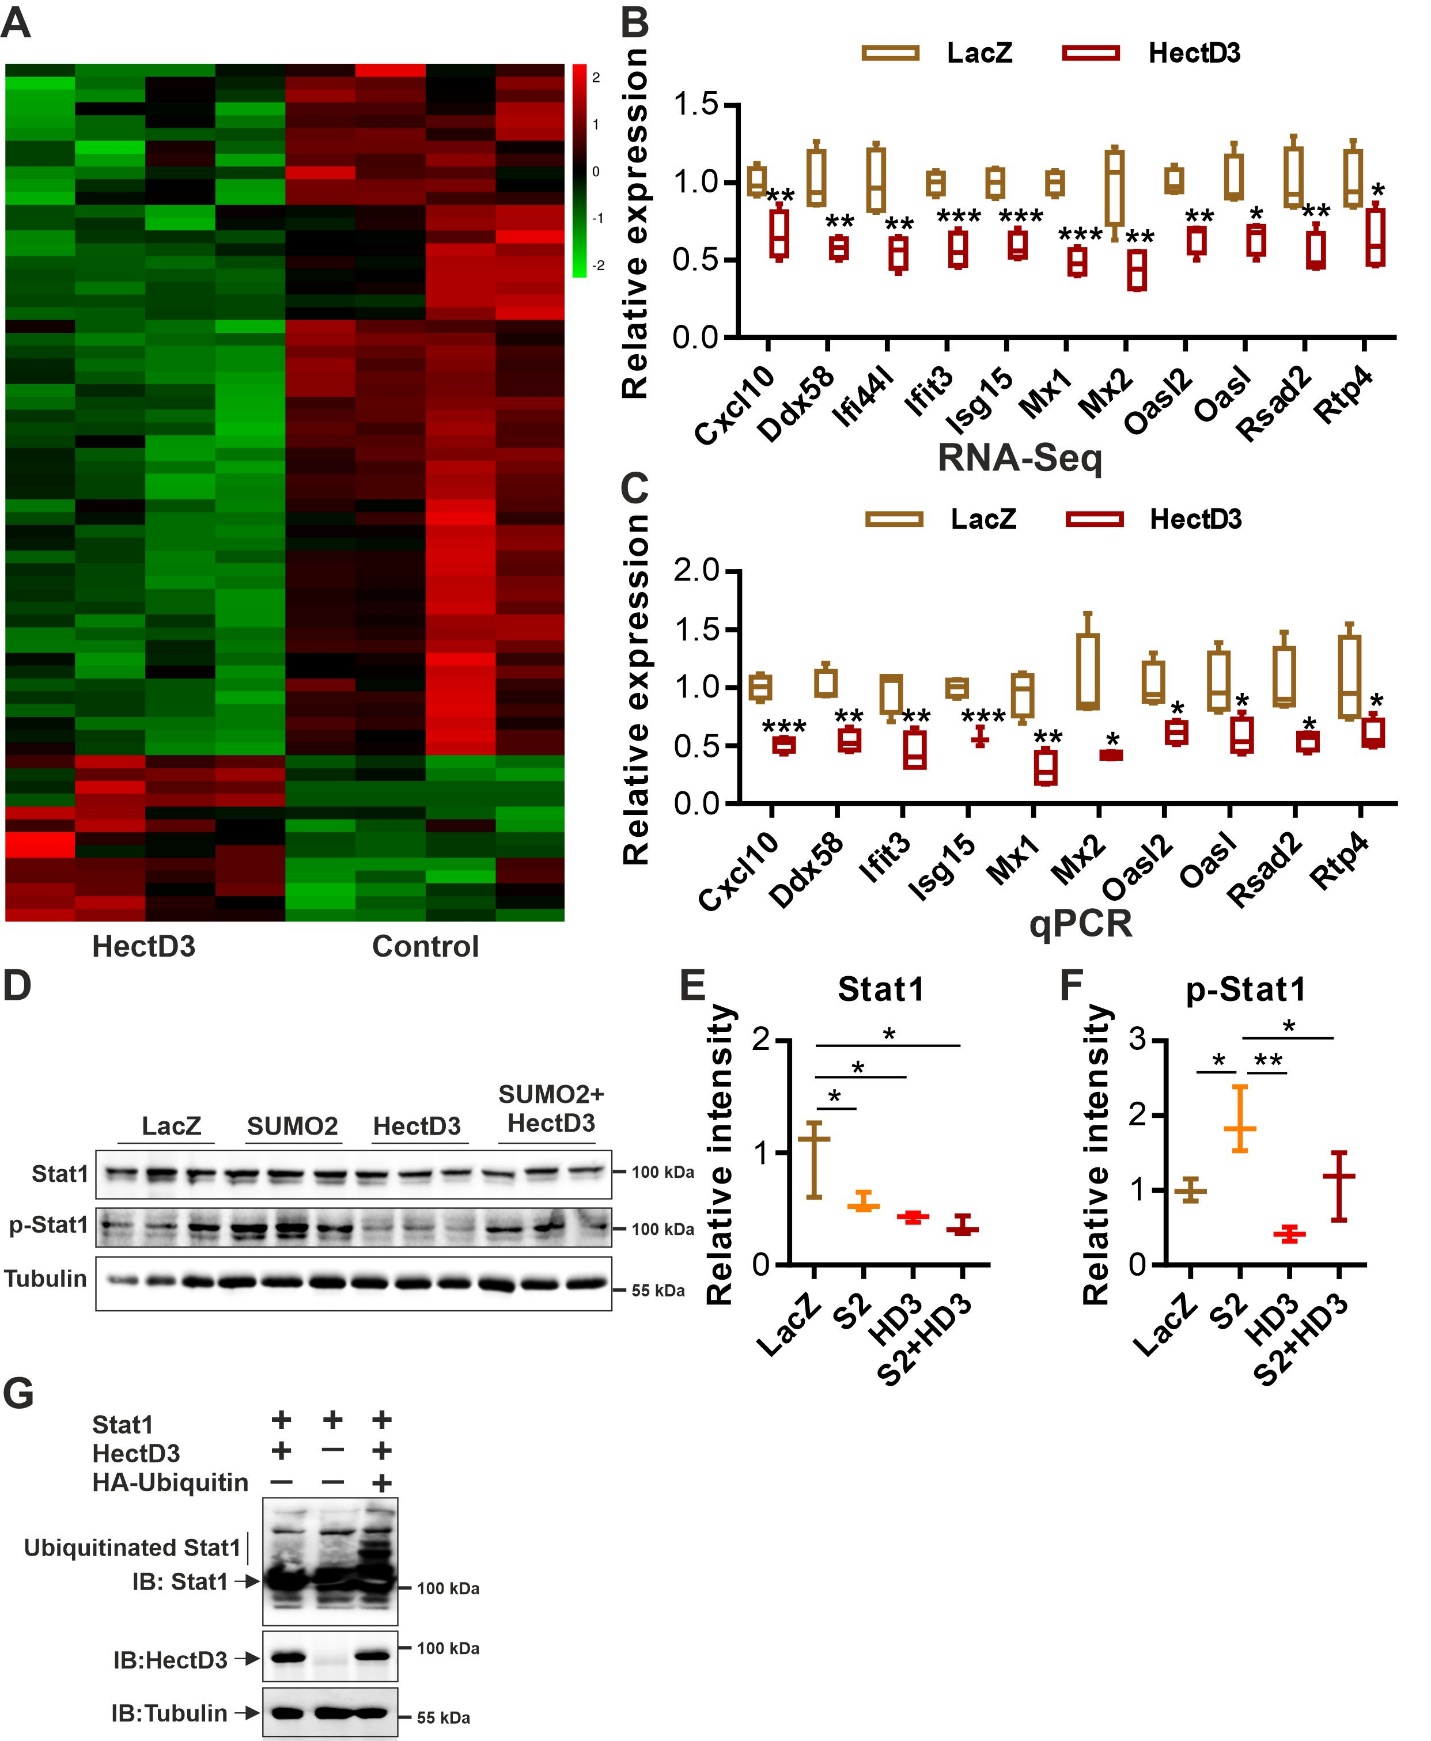
**

**Supplementary Figure 3: HectD3 targets interferon response proteins and Stat1 signaling in NRVCMs. A.** Heat map showing the differentially abundant genes in NRVCMs after HectD3 overexpression. **B.** Extracted FPKM values show the inhibitory effect of HectD3 overexpression on Stat1 transcription target genes (**B**), which could be further validated by quantitative real-time PCR (**C**). (n=4 each). **D.** Immunoblots displaying the expression of Stat1/p-Stat1 in LacZ, SUMO2, HectD3 and HectD3+SUMO2 overexpressing NRVCMs. Its densitometry data presented in **E**/**F** shows that SUMO2 overexpression significantly increased activation i.e. phosphorylation of Stat1. The presence of HectD3 however attenuated this activation. (n=3 each). **G.** *In vitro* ubiquitination assay exhibits poly-ubiquitination of Stat1 when HectD3 was overexpressed in tandem. Statistical calculations were carried out by two-tailed Student’s t-test or one-way ANOVA. *: p<0.05, **: p<0.01, ***: p<0.001.

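Supplementary Fig. 3B plots 11 interferon-induced genes, and the FPKM of each was lower with HectD3 in the mean over 4 libraries. Mx2, a GTPase related to Mx1 that lies on chromosome 11 from 38035450 to 38059950 in the deposited table, was at 178 ± 38.0 FPKM (SD, n = 4) with HectD3 and 332 ± 73.5 FPKM (SD, n = 4) with LacZ. Its log2 fold change was -0.90 (standard error 0.18, adjusted p = 0.289 from limma). Rsad2, an enzyme that makes an antiviral nucleotide, was at 8.07 ± 2.01 and 15.0 ± 3.13 FPKM, a log2 fold change of -0.83 (standard error 0.18, adjusted p = 0.324). Ddx58, which encodes the RNA sensor RIG-I, was at 25.9 ± 2.87 and 44.7 ± 8.57 FPKM, and Ifi44l at 7.72 ± 1.42 and 14.0 ± 2.92 FPKM. Oasl and Oasl2, members of the oligoadenylate synthetase family, were at 12.5 ± 1.95 and 25.7 ± 3.90 FPKM with HectD3 and at 19.3 ± 3.33 and 39.8 ± 3.17 FPKM with LacZ. Oasl and Oasl2 lie next to each other on chromosome 12 and may share reads. The chemokine Cxcl10 was at 31.5 ± 7.26 FPKM with HectD3 and 47.7 ± 4.28 FPKM with LacZ. Rtp4 was at 25.4 ± 7.44 and 40.5 ± 7.78 FPKM, and it was the 1 gene of the 11 in which the groups overlapped. Since the study chose these 11 genes on these samples, their direction and lack of overlap are not independent evidence. In limma 0 genes were lower at an adjusted p under 0.05 over all genes tested.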

**
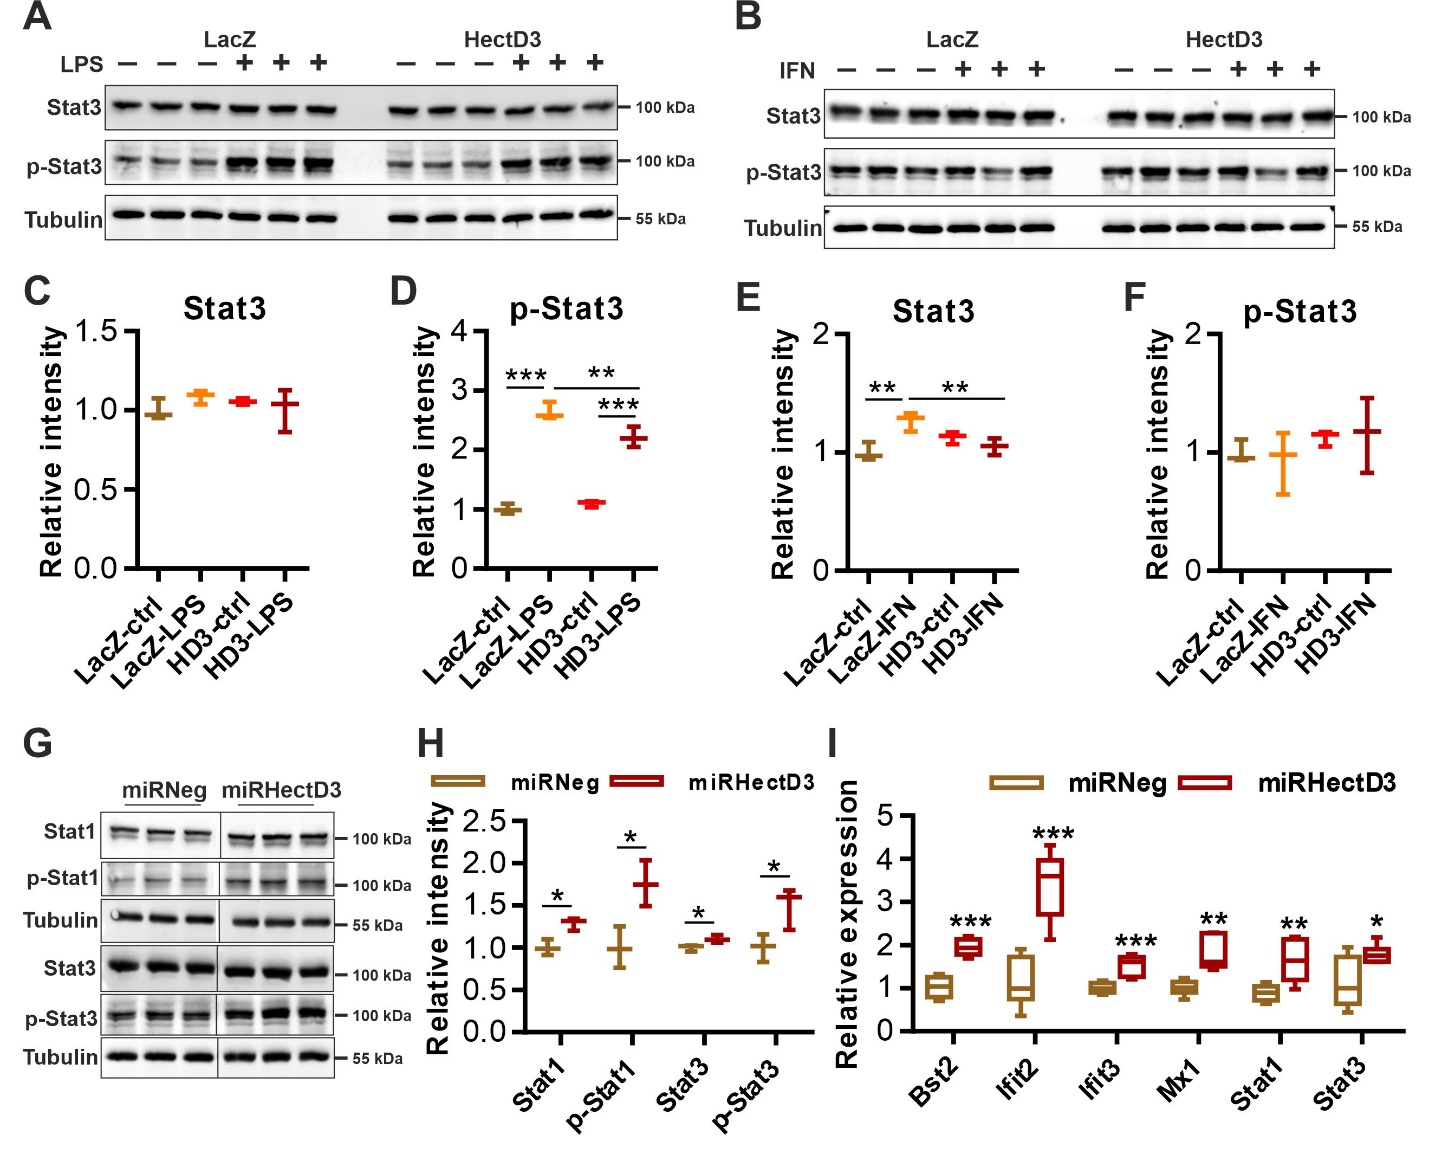
**

**Supplementary Figure 4: HectD3 inhibits LPS-/IFNγ-mediated activation of the inflammatory response in cardiomyocytes. A.** Immunoblots displaying the expression of Stat3/p-Stat3 in control and HectD3 overexpressing NRVCMs in the absence or the presence of LPS treatment. **B.** Immunoblots displaying the expression of Stat3/p-Stat3 in control and HectD3 overexpressing NRVCMs in the absence or the presence of IFNγ treatment. Densitometry analysis of **A** shown in **C**/**D** indicates that LPS significantly activated Stat3 by its phosphorylation, HectD3 overexpression however blunted this activation. Densitometry analysis of **B** shown in **E**/**F** indicates that IFNγ did not affect phosphorylation but only increased native Stat3 levels which were also again repressed by HectD3. (n=3 each). **G.** Immunoblots showing the expression of Stat1/p-Stat1 and Stat3/p-Stat3 under HectD3 knockdown conditions. **H.** Densitometry data from **G** presented as a box plot shows significant upregulation of Stat1/p-Stat1 and Stat3/p-Stat3 in NRVCMs when HectD3 was knocked-down. (n=3 each). **I.** Transcript levels of several interferon responsive Stat1-signaling genes determined by quantitative real-time PCR revealing the significant downregulation upon HectD3 knockdown. (n=6 each). Statistical calculations were carried out by two-tailed Student’s t-test or two-way ANOVA. *: p<0.05, **: p<0.01, ***: p<0.001.

**
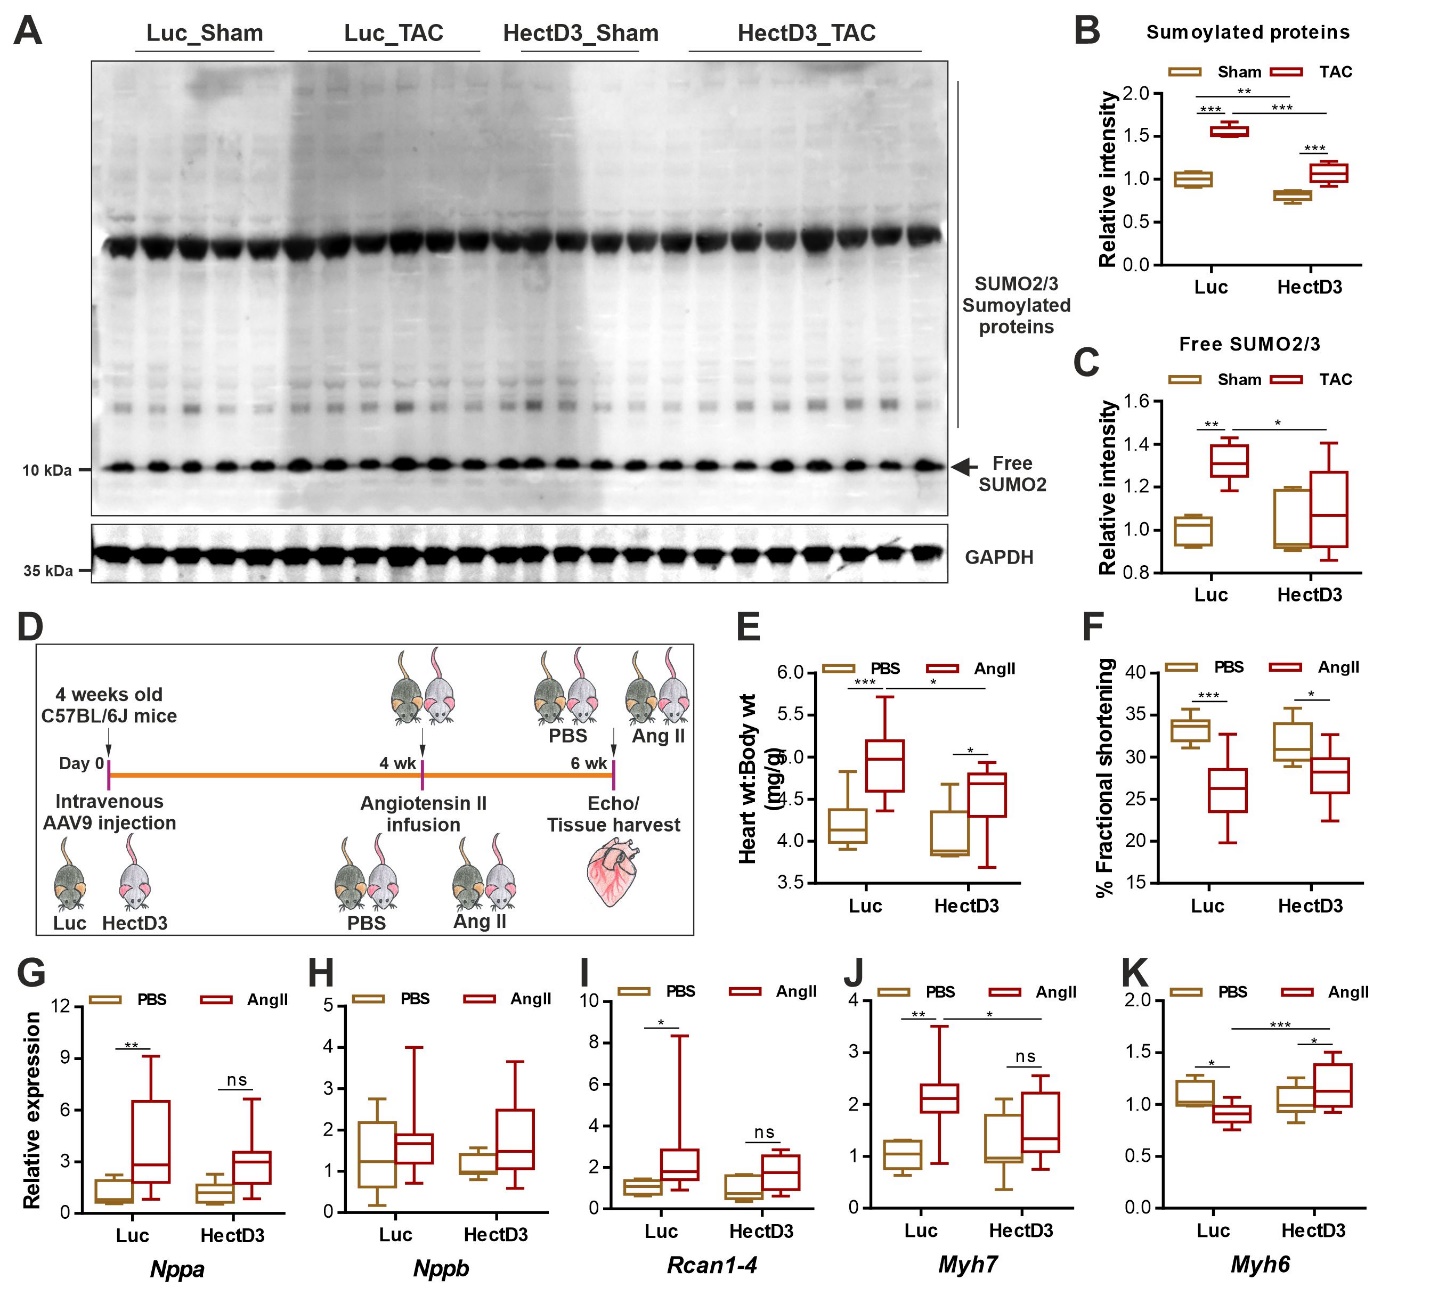
**

**Supplementary Figure 5: HectD3 suppresses SUMO2 dependent activation of calcineurin-signaling and cardiac hypertrophy. A.** Immunoblots indicating the proteins levels of SUMO2/3 and sumoylated proteins after transverse aortic constriction (TAC) or sham operations in mouse heart where HectD3 was overexpressed via AAV-mediated gene transfer. AAV-luciferase injected mice were used as control group. Its densitometry analysis indicates upregulation of sumoylated proteins (**B**) and free SUMO2/3 (**C**) after TAC. Increased expression of HectD3, however, significantly attenuated the upregulation of SUMO2/3 as well as sumoylated proteins. **D.** A self-explanatory outline of the experimental work-plan for AAV-mediated overexpression of HectD3 in mice, Angiotensin II (AngII) infusion and downstream experiments. **E.** Box plot indicating the heart weight (wt):body wt ratio in mice that were infused with AngII or PBS (control). Data indicates that AngII significantly increased this ratio in control mice, whereas, AAV9-mediated overexpression of HectD3 reduced the ratio. (n=6 (AAV-Luc PBS), 7 (AAV-HectD3 PBS), 11 (AAV-Luc AngII), 11 (AAV-HectD3 AngII)). **F.** Fractional shortening (%) was reduced after AngII treatment in both groups and HectD3 displayed no significant effect. (n=6 (AAV-Luc PBS), 7 (AAV-HectD3 PBS), 11 (AAV-Luc AngII), 11 (AAV-HectD3 AngII)). Expression of fetal genes determined by quantitative real-time PCR indicates upregulation of *nppa* (**G**), *nppb* (**H**), *rcan1.4* (**I**), β-myosin heavy chain (*myh7*) (**J**), and downregulation of α-myosin heavy chain (*myh6*) (**K**) due to AngII treatment; HectD3 overexpression again led to opposite or nullifying effect of AngII. (n=6 (AAV-Luc PBS), 7 (AAV-HectD3 PBS), 11 (AAV-Luc AngII), 11 (AAV-HectD3 AngII)). Statistical calculations were carried out by two-tailed Student’s t-test or by two-way ANOVA. *: p<0.05, **: p<0.01, ***: p<0.001, ns, non-significant.

**
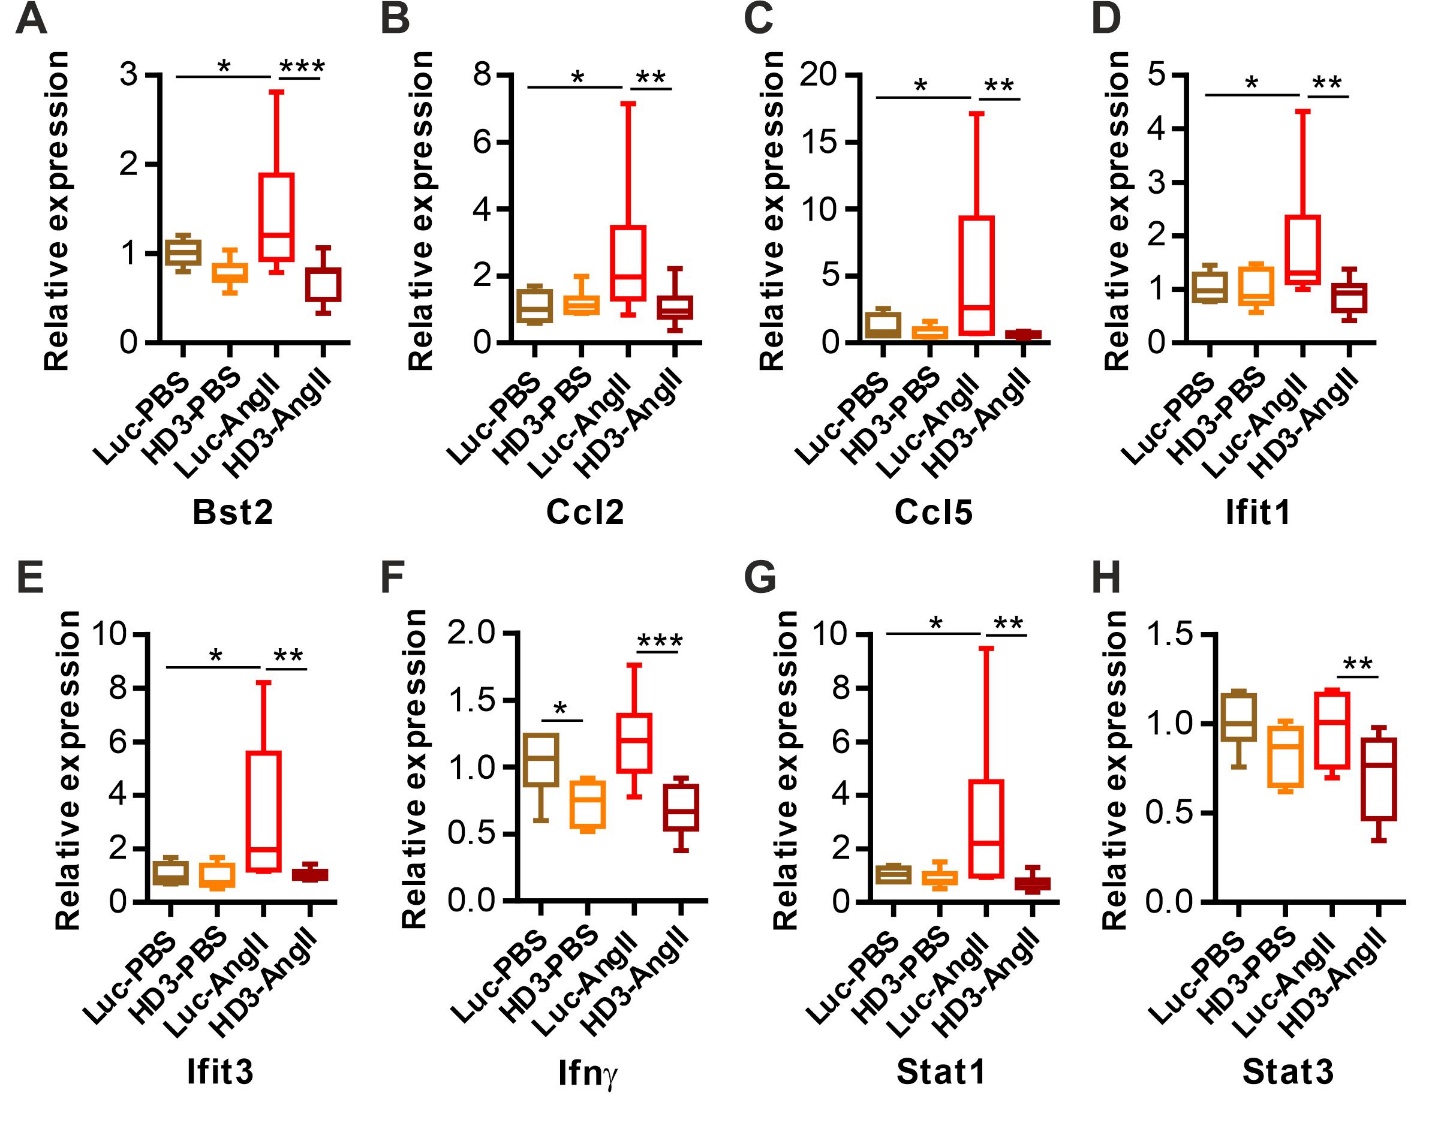
**

**Supplementary Figure 6: HectD3 attenuates Stat1 mediated inflammatory response *in vivo*. A-H.** Transcript levels of some of the inflammatory markers and downstream targets (Bst2, Ccl2, Ccl5, Ifit1, Ifit3, IFNγ, Stat1 and Stat3) of interferon- and Stat1-signaling are detected by quantitative real-time PCR in mouse heart after AngII treatment where HectD3 was overexpressed by AAV-mediated gene transfer. AngII treatment strikingly upregulated expression of these genes. The presence of overexpressed HectD3 again proved to be inhibitory. (n=6 (AAV-Luc PBS), 7 (AAV-HectD3 PBS), 11 (AAV-Luc AngII), 11 (AAV-HectD3 AngII)). Statistical calculations were carried out by two-way ANOVA. *: p<0.05, **: p<0.01, ***: p<0.001.

**
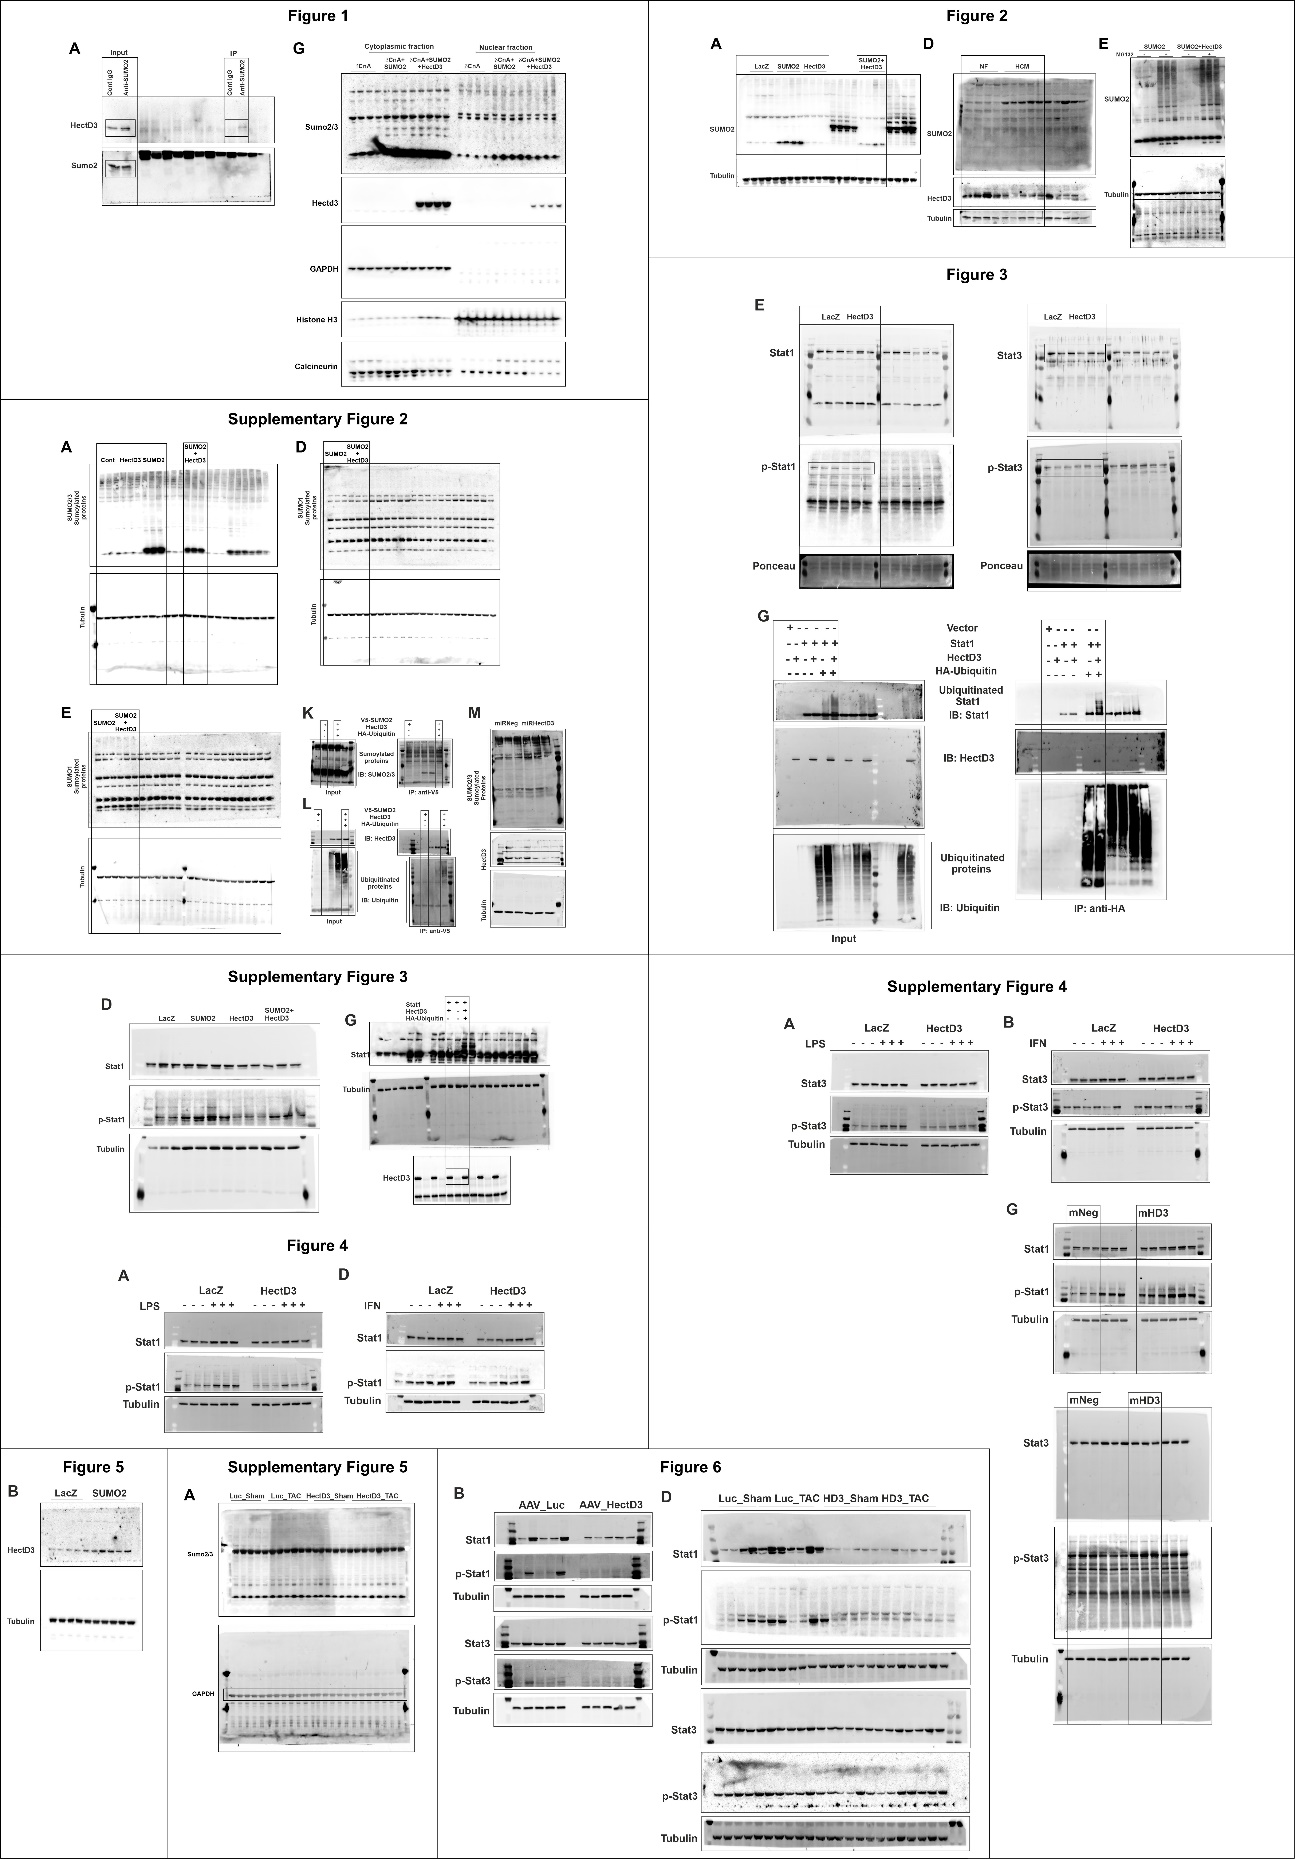
Supplementary Figure 7: Uncropped immunoblot images for the data presented in the main or supplementary figures.**

# Supplementary material for: The E3 ubiquitin ligase HectD3 attenuates cardiac hypertrophy and inflammation in mice
**Source:** Commun Biol. 2020 Oct 9;3:562. doi: 10.1038/s42003-020-01289-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Source data of the graphs presented in main figures

File Name: Supplementary Data 2

Description: Sequence details of the oligonucleotides used in this study

# Supplementary material for: The E3 ubiquitin ligase HectD3 attenuates cardiac hypertrophy and inflammation in mice
**Source:** Commun Biol. 2020 Oct 9;3:562. doi: 10.1038/s42003-020-01289-2
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☒	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☒	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☒ A description of all covariates tested
☒	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection: AlphaInnotech Software 3.0.3.0; Keyence BZ-II Viewer; Magellan 7.2 SP1

Data analysis: Bio-Rad CFX Manager 3.1; GraphPad Prism 6; ImageJ 1.4; Keyence BZ-II Analyzer; SigmaPlot 13.0; Vevo LAB 1.7.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-sequencing data was deposited to the GEO (Gene Expression Omnibus) database (<https://www.ncbi.nlm.nih.gov/geo/>) and is available under the accession number GSE155768. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD020843.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes of animal experiments were chosen based on prior knowledge of statistical power from previously published experiments or publications in the field. For adequate power, we generally chose a sample size of at least n=6 for physiological experiments and at least n=4 or biochemical experiments, and n=4 for RNA-Seq and Proteomics analyses.
Data exclusions	No data was excluded
Replication	For each series of experiments, all attempts at replication were successful.
Randomization	Animals and cells were randomly assigned to the experimental groups.
Blinding	Investigators were blinded to groups allocation during data collection and data analyses.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	α-actinin (EA-53, lot #:127M4807V), mouse monoclonal, Sigma-Aldrich (1:400); Catalog #: A7811 SUMO1 (lot #:1), rabbit polyclonal, Cell-signaling (1:1000); Catalog #: 4930 SUMO2/3 (18H8, lot #:6), rabbit monoclonal, Cell signaling (1:1000); Catalog #: 4971 SUMO2+3 (8A2, lot #:GR3192502-1), mouse monoclonal, Abcam, (1:1000); Catalog #: ab81371 Calcineurin A (29/Calcineurin, lot #:4171969), mouse monoclonal, BD Bioscience (1:250); Catalog #: 610260 GAPDH (GAPDH-71.1, lot #:039M4772V), mouse monoclonal, Sigma-Aldrich (1: 20000); Catalog #: G8795 Histone H3 (D1H2, lot #:9), rabbit polyclonal, Cell-signaling (1:1000); Catalog #: 4499 α-Tubulin (B-5-1-2, lot #:039M4769V), mouse monoclonal, Sigma-Aldrich (1:8000); Catalog #: T5168 Ubiquitin (FK2, lot #:2819680), mouse monoclonal, Millipore (1:1000); Catalog #: 04-263 STAT1 (D1K9Y, lot #:4), rabbit monoclonal, Cell signaling (1:1000); Catalog #: 14994 p-STAT1 (Tyr701, lot #:23), rabbit monoclonal, Cell signaling (1:1000); Catalog #: 9167 STAT3 (lot #:7), rabbit monoclonal, Cell signaling (1:1000); Catalog #: 9132 p-STAT3 (Tyr705, lot #:8), rabbit monoclonal, Cell signaling (1:1000); Catalog #: 9145 F4/80 (BM8, lot #:016689), rat monoclonal, Dianova (1:500); HA (HA-7, lot #:112B4841), mouse monoclonal, Sigma-Aldrich (1:20000); Catalog #: H9658 HectD3 (lot #:AK0017MAY19093), rabbit polyclonal, Mybiosource (1:1000); Catalog #: MBS2519007 V5 (SV5-P-K, lot #:T1521A06), mouse monoclonal, Biozol (1:000); Catalog #: Ab00136-3.0

Validation	Validated by manufacturer or by using overexpression constructs.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	HEK293 (ATCC, CRL-1573)
Authentication	None of the cell lines used were authenticated

Mycoplasma contamination

None

Commonly misidentified lines
(See [ICLAC](#) register)

No cell line is listed by ICLAC

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Animals in this study had the genetic backgrounds C57BL/6J as indicated. For neonatal rat cardiomyocytes, pups of Sprague Dawley rats were used

Wild animals

None

Field-collected samples

None

Ethics oversight

All animal experiments were approved by the Ministry of Energy Transition, Agriculture, Environment, Nature and Digitalization (MELUND) of the state of Schleswig-Holstein and were carried out stringently following international and institutional ethical guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

Files in database submission

Provide a list of all files available in the database submission.

Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

Methodology

Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

Flow Cytometry

Plots

Confirm that:

☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).

☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).

☐ All plots are contour plots with outliers or pseudocolor plots.

☐ A numerical value for number of cells or percentage (with statistics) is provided.

How the deposited data were processed for this re-analysis (not part of the article)

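RNA-seq was measured in 8 libraries of NRVCMs, 4 transduced with the LacZ virus and 4 with the HectD3 virus. Each library was matched to its group and number by the sample labels. The authors trimmed the reads with cutadapt, aligned them with HISAT2, estimated transcript abundance with StringTie and computed FPKM with Ballgown; the submitters' processing notes name HISAT2 and StringTie, and their versions, the genome build and the annotation release are not given in the sources used here. The deposited table gives FPKM, a value scaled by the authors' tools for the length of the transcript and the size of the library, for 15976 transcripts, of which 10 are at 0 in every library. It gives no counts. Low values were searched for a step that would stand for 1 read: among at least 219 low transcripts compared between libraries, at most 4.30% shared 1 ratio, so the depth of each library is unknown and no counting error could be given. The highest number of transcripts with identical nonzero values in any 2 libraries was 0, and the correlation of log2 values between libraries ran from 0.962 to 0.995, so no library was a copy of another. Coordinates are those of the deposited table.

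FPKM was summed over the transcripts of each gene symbol; 96 of the 12784 symbols hold more than 1 gene ID. Genes with a mean of at least 0.5 FPKM over the 8 libraries were tested with limma (version 3.58.1, R version 4.3.3) on log2(FPKM + 1), with the trend option, HectD3 minus LacZ, two-sided, with Benjamini-Hochberg adjustment over the 12567 genes tested. Each fold change is on this log2 scale, and each SD is over the FPKM of 4 libraries. Count models were not used, since FPKM values are not counts. The overexpressed gene also had an exact permutation test over 70 assignments of the libraries.

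Gene lists were fixed before the data were examined, as were the tests, the rule for named genes and the alternatives, apart from those said to be chosen later. There were 29 lists, 21 of pathways, gene classes and genes the paper names, and 8 of cell type markers. Names were matched to the table through symbols and the synonyms of RefSeq (assembly GRCr8, used for names alone), which matched 749 names. Each list was compared with all other genes by camera with a preset correlation of 0.01, with p adjusted over the 29 lists; camera with an estimated correlation and fry, which tests a list without comparing it with other genes, were run as alternatives. The estimated correlation was 0.32 for the interferon-stimulated genes, 0.81 for ribosomal proteins and -0.16 for Schwann cell and neuron markers. Where it is above 0.01, the p at the preset correlation is likely too small. Members past an adjusted p of 0.05 were counted over all genes and over the list alone. The named genes were Hectd3; the genes that the paper names or plots for RNA-seq of NRVCMs, whose plotted values had been seen in the paper; up to 12 genes each way with the largest change among those past the adjusted p with a mean of at least 1 FPKM and no overlap of the groups, or, where none passed, the 12 with the smallest p; from each list the 2 members with the smallest p each way; and genes fixed by name, among them Sumo2, Sumo3, Nppa, Nppb, Rcan1, Myh6, Myh7 and Rpl32. This gave 105 genes. A list and some of the single genes are not reported here; they stayed in the fits and in the adjustment of p.

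The alternatives were a pseudocount of 0.1 or 0.5, no filter or a mean of at least 5 FPKM, TPM, median-ratio scaling, quantile normalization, each transcript on its own, the most abundant transcript, limma without trend, with the robust option or with library weights, an ordinary linear model with a library-size covariate, the replicate number as a block, other thresholds, and leaving out each library in turn. The first principal component as a covariate, and LacZ 3 and 4 against HectD3 1 to 3, were added after the libraries were seen to separate. The 35 ways to split the libraries into 4 and 4 were compared.

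The tests were tested on simulated data for HectD3 minus LacZ, with 12567 genes of which 200 were changed, in 20 runs. With independent genes, 38.6% of changes of 0.5 on the log2 scale, 81.7% of changes of 1 and 97.4% of changes of 2 were recovered, with 4.88% false calls. With the structure of the libraries kept, 21.1%, 78.9% and 97.7% were recovered, with 3.43% false calls. The changed genes all had a mean log2(FPKM + 1) above 2, and changes of 0.5, 1 and 2 were drawn with equal chance. The data themselves called 1 gene in limma, so these shares cannot be read as the power for such changes in them.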

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

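The tests of explanations in this part were all chosen only after the result was seen.

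The paper does not name or plot 48 of the measured type I interferon-stimulated genes for RNA-seq of NRVCMs. Of these, 36 were lower with HectD3 and 1 was higher at an unadjusted p under 0.05. Their median log2 fold change was -0.48. In limma 0 of them passed over all genes tested, and as a list they did not pass camera with an estimated correlation (adjusted p 0.329), while they passed at the preset one (4.03e-25). The values argue against the separation of LacZ 1, LacZ 2 and HectD3 4 as the whole cause, since the full list had a median of -0.41 (quartiles -0.59 and -0.29, 60 of 64 genes lower) in LacZ 3 and 4 against HectD3 1 to 3. They also argue against fewer macrophages and leukocytes in the HectD3 cultures, since the 19 measured markers, of which 1 (Cd74) is in the interferon gamma list and 0 were picked by the study, had a median of 0.13 (quartiles 0.07 and 0.16; -0.06 in LacZ 3 and 4 against HectD3 1 to 3). The most abundant of these markers, Lyz2 and Pf4, were at 319 and 57.3 FPKM with HectD3 and at 292 and 49.1 FPKM with LacZ, and the Percoll step of the methods is described as separating cardiomyocytes from fibroblasts. A stronger response to the LacZ virus than to the HectD3 virus cannot be told apart from an effect of HectD3 on interferon signaling, which stays a hypothesis, because 0 libraries without virus were analysed.

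LacZ 1, LacZ 2 and HectD3 4 stood apart from the other 5 libraries on the first principal component, and Rcan1, a target of calcineurin signaling, was at 146 FPKM in HectD3 4, far below the other HectD3 libraries. A lower share of cardiomyocytes in LacZ 1 and LacZ 2 is argued against by the cardiomyocyte markers, with a median log2 difference of -0.12 from LacZ 3 and LacZ 4 (quartiles -0.48 and 0.15). A single scaling factor for each library is argued against by genes that differ by over 1 on the log2 scale both ways, 174 lower and 370 higher in LacZ 1 and LacZ 2. An exchange of labels between the groups is argued against by Hectd3, whose lowest HectD3 library was 20.4 times the highest LacZ library. A difference in preparation, batch or culture was not tested, as the labels and the paper name none, and no biological explanation other than the share of cardiomyocytes was tested.

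Of the transcripts of RT1-A1, RT1-A1-205 and RT1-A1-202 were lower with HectD3 at an unadjusted p under 0.05 (0.0160 and 0.0247; adjusted p = 0.66 and 0.702), with overlap of the groups in both. The listed values did not fall for every RT1-A1 transcript, as 1 other, RT1-A1-201, was higher in each HectD3 library than in each LacZ library. Its adjusted p from limma over all transcripts was 0.361. Since the share of reads given to each transcript is uncertain, this cannot decide whether the RNA of every transcript fell. Reads allotted differently among near-identical transcripts and a true change of isoform cannot be told apart, since neither fixes the sum of the transcripts (log2 fold change -0.14, standard error 0.16).

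The remaining values each lie far from the other 3 of their group. Chance gives such a value in about 1 of 20 groups, and 10 of 210 groups of named genes and library measures had one (4.76%). Golgb1 was at 5.53 FPKM in LacZ 3, below the other LacZ libraries. In HectD3 2, Golgb1 was at 5.34 FPKM, above the other HectD3 libraries. Pml was at 15.7 FPKM in HectD3 4, below its group. Oasl2 was at 19.9 FPKM in HectD3 3, below its group. Oasl was at 24.3 FPKM in LacZ 1, above its group. Rsad2 was at 11.1 FPKM in HectD3 4, above its group. Uba7 was at 19.7 FPKM in LacZ 1, above its group. Psmb8, a subunit of the immunoproteasome, was at 17.6 FPKM in HectD3 4, above its group. Sumo2 was at 241 FPKM in HectD3 4, above its group.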

How the results depend on the processing

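The first principal component as a covariate and the comparison of LacZ 3 and 4 with HectD3 1 to 3 were chosen after the libraries were seen. The number of lower genes at an adjusted p under 0.05 was 0; it became 1 with a mean of at least 5 FPKM and with TPM, 2 with median-ratio scaling, quantile normalization, the first component as a covariate or an adjusted p under 0.1, 4 for LacZ 3 and 4 against HectD3 1 to 3, 6 for each transcript on its own, 9 with library weights, 538 at an unadjusted p, and 0 to 3 with 1 library left out (3 without HectD3 4). The 1 higher gene became 0 with the ordinary linear model, 2 with library weights, 4 for LacZ 3 and 4 against HectD3 1 to 3, 361 at an unadjusted p, and 1 to 2 with 1 library left out (2 without LacZ 2 or HectD3 4). The 207 lower genes at p 0.05 and 1.5-fold became 79 with a mean of at least 5 FPKM, 114 with the ordinary linear model, and 115 (without LacZ 1) to 454 (without LacZ 3; 385 without LacZ 4) with 1 library left out. The 43 higher genes became 14, 28, 78, 90, 28 and 85 with a mean of at least 5 FPKM, TPM, quantile normalization, each transcript, the ordinary linear model, and LacZ 3 and 4 against HectD3 1 to 3, and 39 to 86 with 1 library left out (70 without LacZ 3, 86 without LacZ 4). With an estimated correlation the adjusted p was 0.125 for the interferon-stimulated genes and the Fig. 3D genes and 0.592 for MHC class I, and 0 other lists passed; fry gave 0.0143 for both former, 0.388 for MHC class I and 0 other lists. With 1 library left out the adjusted p ran from 1.58e-48 to 2.68e-24, from 1.08e-21 to 6.49e-12 and, for MHC class I, from 9.90e-06 to 0.212 (without LacZ 3); it was 0.181 to 0.918 for cytokines, and 6 to 14 other lists passed (14 without HectD3 3), against 9. Cytokines passed with library weights (0.0228) and in LacZ 3 and 4 against HectD3 1 to 3 (6.15e-04). Fewer genes were tested at 5 FPKM and fewer libraries were used with some left out; for the other settings the cause was not tested. Without the genes that the paper names or plots for RNA-seq of NRVCMs, the interferon list passed at the preset correlation (adjusted p 4.03e-25). In tests chosen after the result was seen, it did not pass with an estimated correlation (adjusted p 0.329, unadjusted 0.0122) and passed with fry (0.0464). Of 2506 pairs of a named gene and a setting, 2481 kept their side of the threshold, 24 passed it newly and 1 (Hectd3, ordinary linear model) lost it; 0 reversed, a word used only where 1 of the values passed the threshold.

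The replicate numbers do not pair the libraries: same-numbered libraries deviated from their group means with correlations of -0.37, -0.01, 0.34 and -0.61, and nothing names a shared preparation. With the replicate number as a block, 0 genes were lower and 1 higher, 206 and 34 passed p 0.05 and 1.5-fold, and the interferon list had an adjusted p of 5.77e-33; the epicardial markers newly passed camera (0.0415), so that 10 other lists passed against 9, and the block changed no other call of a list or named gene. Set tests were not run with the robust option, which camera lacks, for each transcript or for the ordinary linear model. What depth limits cannot be said without counts.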

Differences from the paper's values

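For RT1-A1 the HectD3 values in the paper's supplement have a mean of 0.0425 relative to the mean of the LacZ values listed there. The sum of its transcripts here gives 0.887. The paper's values equal those of 1 transcript, RT1-A1-205, scaled by the mean of all 4 LacZ libraries, but 1 LacZ value is not listed. With each transcript on its own, set before the data were examined, RT1-A1-205 over all 4 LacZ libraries has a ratio of 0.0566. The difference from 0.0425 comes from the LacZ value that is not listed. It is less than the SD of the paper's HectD3 values, taken relative to the listed LacZ values (0.0850). The other alternatives set before the data were examined, and the most abundant transcript in each of the 2 settings that use it, differ, with ratios from 0.815 to 2.24.

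The Venn diagram in Fig. 3C shows about 340 genes lower with HectD3 and about 70 higher, read by eye, and the counts here at an unadjusted p of at most 0.05 and 1.5-fold are 207 and 43; the paper's text names no fold threshold for the RNA-seq. Of the alternatives set before the data were examined, the lower count lies within 1.5 times the paper's with TPM (278), each transcript on its own (299), without LacZ 3 (454), without LacZ 4 (385) and without HectD3 4 (269), and is further off with the others. The higher count lies within 1.5 times the paper's with no filter (49), median-ratio scaling (51), quantile normalization (78), the most abundant transcript (53), each transcript on its own (90), library weights (47), and without LacZ 3 (70), LacZ 4 (86), HectD3 3 (54) or HectD3 4 (59), and is further off with the others. Of the settings chosen after seeing the values, the first principal component as a covariate gives 56 higher genes and LacZ 3 and 4 against HectD3 1 to 3 gives 85; the genes behind the diagram are not given in the sources used here, so how many of them each setting drops was not counted.

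The paper lists Ccl2 among the molecules downregulated by HectD3; its log2 fold change here is 0.29 (standard error 0.19), while Bst2, Mx1, Pml and Tap1, which it lists with Ccl2, have values below 0. Ccl2 is below 0 in LacZ 3 and 4 against HectD3 1 to 3, a comparison chosen after seeing the values (-0.09), where it does not pass. The paper reports lower levels of numerous inflammatory response markers; of the 41 measured cytokines, chemokines and genes of the NF-kB response, 3 were lower and 0 higher at an unadjusted p under 0.05, while 51 of 63 interferon-stimulated genes were lower and 1 was higher. Camera did not call the cytokine list (adjusted p 0.723) but called it lower with library weights (0.0228), set before the data were examined, and in LacZ 3 and 4 against HectD3 1 to 3 (6.15e-04), chosen after seeing the values.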

Other observations

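The comparison of LacZ 3 and 4 with HectD3 1 to 3 was chosen after the result was seen. So were the splits and the test with an estimated correlation for the interferon-stimulated genes that the paper does not name or plot for RNA-seq of NRVCMs. The other list tests and splits were not. Each of the 31 measured subunits of the constitutive proteasome had a higher mean with HectD3, with a median log2 fold change of 0.12. Psmb6, a catalytic subunit, was at 169.7 ± 9.22 FPKM (SD, n = 4) with HectD3 and 147 ± 10.4 FPKM (SD, n = 4) with LacZ; 5 subunits were higher and 0 lower at an unadjusted p under 0.05 in limma, and 0 passed over the list alone. Camera gave an adjusted p of 5.18e-11, with adjusted p = 0.590 with an estimated correlation, and in LacZ 3 and 4 against HectD3 1 to 3 the median was 0.03. Ribosomal proteins, 50 of 51 with a higher mean and a median of 0.12, had a camera adjusted p of 2.81e-10 and adjusted p = 0.592 with an estimated correlation, with a median of 0.00 in the same 5 libraries. Immediate early genes had a higher mean in 20 of 22, with a median of 0.40. Jund, a subunit of AP-1, was at 104 ± 7.68 and 73.7 ± 18.6 FPKM, and it was with Egr1 and Btg2 among the 3 that were higher at an unadjusted p under 0.05 in limma, where 0 passed over the list alone (camera adjusted p 1.90e-05, adjusted p = 0.592 with an estimated correlation); LacZ 1 and LacZ 2 lay below LacZ 3 and LacZ 4 in these genes by a median difference of -0.66. Genes of the cell cycle and of DNA replication had a lower mean in 42 of 43, with a median of -0.26 and with 0 past an unadjusted p of 0.05 in limma (camera adjusted p 2.18e-06, adjusted p = 0.592 with an estimated correlation). In these genes LacZ 1 and LacZ 2 lay 0.68 above LacZ 3 and LacZ 4, and the median was 0.05 in LacZ 3 and 4 against HectD3 1 to 3. Genes of ER stress had a lower mean in 27 of 33, with a median of -0.10 (camera adjusted p 0.0286, adjusted p = 0.592 with an estimated correlation), among them the chaperone Hyou1 at 60.5 ± 4.06 and 74.7 ± 5.03 FPKM. This call ended without LacZ 3 (0.542), LacZ 4 (0.138), HectD3 2 (0.0501) or HectD3 4 (0.302), and with median-ratio scaling (0.103; 7.25e-06 to 0.592 over the alternatives). The 12 measured mitochondrially encoded genes each had a higher mean, with a median of 0.12 (camera adjusted p 0.00751, adjusted p = 0.592 with an estimated correlation), and LacZ 1 and LacZ 2 lay 0.32 above LacZ 3 and LacZ 4; the call ended without LacZ 4 (0.138) or HectD3 4 (0.302). Endothelial cell markers had a higher mean in 10 of 13, with a median of 0.13 (camera adjusted p 0.0104, adjusted p = 0.592 with an estimated correlation), a call that ended without LacZ 1 (0.0933) or HectD3 4 (0.0650).

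Stat3 was at 102.5 ± 13.7 FPKM (SD, n = 4) with HectD3 and 88.8 ± 2.96 FPKM (SD, n = 4) with LacZ (log2 fold change 0.20, standard error 0.10, adjusted p = 0.719 from limma), and Sumo2, whose protein the paper studies as a target of HectD3, at 217 ± 16.0 and 192 ± 6.11 FPKM (log2 fold change 0.18, standard error 0.07, adjusted p = 0.677). The fetal and hypertrophy marker genes had a median log2 fold change of 0.01 (-0.03 with TPM) and a mean of 0.09, while camera placed them lower with an adjusted p of 0.695; LacZ 1 and LacZ 2 lay below LacZ 3 and LacZ 4 in them by a median difference of -0.24. Of these markers, 16 had a log2 fold change below 0 and 19 above 0. Myh7, the slow myosin heavy chain, was at 1566 ± 47.5 and 1795 ± 159 FPKM. Nfatc2, a transcription factor of calcineurin signaling, was at 1.53 ± 0.282 and 2.62 ± 0.468 FPKM. Nppb and Rcan1 ran the other way, at 883 ± 391 and 764 ± 756 FPKM and at 379 ± 158 and 236 ± 186 FPKM. For Nppb the higher mean rested on LacZ 1 and LacZ 2, at 73.9 and 147 FPKM. HectD3 1 to 3, at 1163, 849 and 1177 FPKM, lay below LacZ 3 and LacZ 4, at 1461 and 1375 FPKM. The log2 fold change of Nppb ran from -0.43 to 1.68 over the alternatives. Rcan1 was at 415, 491 and 463 FPKM in HectD3 1 to 3 and at 391 and 399 FPKM in LacZ 3 and LacZ 4. In limma 5 of the list were lower and 1, Egr1, was higher at an unadjusted p under 0.05, and 0 passed over the list alone. Outside the lists, Grip2, a scaffold protein of synapses, was at 0.517 ± 0.102 FPKM with HectD3 and 2.12 ± 0.475 FPKM with LacZ (log2 fold change -1.03, standard error 0.13, adjusted p = 0.0827), and Nav2, a cytoskeletal protein, at 6.63 ± 0.606 and 12.0 ± 1.29 FPKM (log2 fold change -0.76, standard error 0.11, adjusted p = 0.152).

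The other lists did not pass camera. Their medians and adjusted p were -0.03 and 0.558 for Stat3 targets and acute-phase genes (the test pointed higher), 0.01 and 0.322 for the SUMO pathway (mean -0.02, -0.04 with TPM, the test pointed higher), -0.07 and 0.245 for HECT ubiquitin ligases, -0.05 and 0.216 for sarcomere genes, -0.04 and 0.571 for mitochondrial and fatty acid metabolism, 0.03 and 0.0994 for p53 targets (-0.02 with TPM), 0.04 and 0.0634 for the extracellular matrix (-0.01 with TPM), and -0.01 and 0.742 for hypoxia and glycolysis (0.02 with median-ratio scaling). Among cell type markers they were 0.02 and 0.227 for fibroblasts (-0.02 with TPM), -0.07 and 0.449 for smooth muscle cells and pericytes, 0.03 and 0.845 for erythroid cells (1 gene measured, -0.02 with TPM), 0.16 and 0.0798 for epicardial cells, 0.16 and 0.238 for Schwann cells and neurons, and -0.04 and 0.238 for ventricular cardiomyocytes. With 1 library left out, camera called the HECT ligases without HectD3 3 (0.0485), the sarcomere genes without LacZ 2 (0.0219) or HectD3 3 (0.0196), and the cardiomyocyte markers without LacZ 2 (0.0330) or HectD3 3 (0.0346). It called the extracellular matrix without LacZ 3 (0.00154), LacZ 4 (0.00151), HectD3 3 (0.0342) or HectD3 4 (0.00264), and the epicardial markers without LacZ 3 (0.0290), LacZ 4 (0.0301) or HectD3 3 (0.0217).

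Other splits of the 8 libraries into 4 and 4 were compared with the split by virus, 35 splits in all. For the interferon-stimulated genes, the splits argue against chance in how these 8 libraries fall into 2 groups, but do not exclude it. Of the genes of the list, 15 are ones that the paper names or plots from these libraries. Chance between cultures is not covered, since nothing says that the libraries came from separate ones. Only 1 split, the real one, gave a camera p as small (4.33e-39, the smallest of the others 3.67e-31), the smallest share that 35 splits allow. These p are at the preset correlation; with an estimated correlation the adjusted p of the list was 0.125, and 0 of its genes passed over all genes tested in limma, against 51 lower and 1 higher at an unadjusted p under 0.05, 5 past the adjusted p with library weights and 0 with an ordinary linear model. For the genes of the list that the paper does not name or plot for RNA-seq of NRVCMs, 1 split also gave a p as small (1.49e-26 against 5.84e-22). With an estimated correlation the adjusted p of these genes was 0.329. For the Fig. 3D genes the splits decide nothing, since the study chose these genes on the same libraries (2.36e-18 against 1.71e-14, 1 split). Chance cannot be excluded for the MHC class I list (7.11e-04 against 1.20e-12, 9 splits), the cytokine list (0.673 against 2.08e-05, 30 splits), the number of other lists past camera (9 against 12, 18 splits), the number of genes at p 0.05 and 1.5-fold (250 against 1467, 6 splits) or the number past the adjusted p (1 against 1765, 5 splits). This concerns the numbers alone: Hectd3, the 1 gene, was at 161 FPKM or more in each HectD3 library and at 7.89 FPKM or less in each LacZ library, with an exact permutation p of 0.0286. The split of LacZ 1, LacZ 2, HectD3 2 and HectD3 4 from the rest gave the 1765 genes and points to a structure of the samples other than the virus.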
